# Vascular PPARβ/δ Promotes Tumor Angiogenesis and Progression

**DOI:** 10.3390/cells8121623

**Published:** 2019-12-12

**Authors:** Kay-Dietrich Wagner, Siyue Du, Luc Martin, Nathalie Leccia, Jean-François Michiels, Nicole Wagner

**Keywords:** peroxisome-proliferator activated receptors, tumor angiogenesis, tumor progression, metastasis formation, endothelial cells, RNA sequencing

## Abstract

Peroxisome proliferator-activated receptors (PPARs) are nuclear receptors, which function as transcription factors. Among them, PPARβ/δ is highly expressed in endothelial cells. Pharmacological activation with PPARβ/δ agonists had been shown to increase their angiogenic properties. PPARβ/δ has been suggested to be involved in the regulation of the angiogenic switch in tumor progression. However, until now, it is not clear to what extent the expression of PPARβ/δ in tumor endothelium influences tumor progression and metastasis formation. We addressed this question using transgenic mice with an inducible conditional vascular-specific overexpression of PPARβ/δ. Following specific over-expression of PPARβ/δ in endothelial cells, we induced syngenic tumors. We observed an enhanced tumor growth, a higher vessel density, and enhanced metastasis formation in the tumors of animals with vessel-specific overexpression of PPARβ/δ. In order to identify molecular downstream targets of PPARβ/δ in the tumor endothelium, we sorted endothelial cells from the tumors and performed RNA sequencing. We identified platelet-derived growth factor receptor beta (Pdgfrb), platelet-derived growth factor subunit B (Pdgfb), and the tyrosinkinase KIT (c-Kit) as new PPARβ/δ -dependent molecules. We show here that PPARβ/δ activation, regardless of its action on different cancer cell types, leads to a higher tumor vascularization which favors tumor growth and metastasis formation.

## 1. Introduction

Peroxisome proliferator-activated receptors (PPARs) are nuclear receptors. They function as ligand activated transcription factors. They exist in three isoforms, PPARα, PPARδ (formerly PPARβ), and PPARγ. For all PPARs, lipids are endogenous ligands, linking them directly to metabolism. PPARs are considered as important transcriptional regulators of genes involved in lipid metabolism and cardiac energy production [1]. PPARs form heterodimers with retinoic X receptors, and, upon ligand binding, modulate gene expression of downstream target genes dependent on the presence of co-repressors or co-activators. This results in cell-type specific complex regulations of proliferation, differentiation, and cell survival. Specific synthetic agonists for all PPARs are available. PPARα and PPARγ agonists are already in clinical use for the treatment of hyperlipidemia and type 2 diabetes, respectively. More recently, PPARβ/δ activation came into focus as an interesting novel approach for the treatment of metabolic syndrome and associated cardiovascular diseases.

Agonists of PPARβ/δ improve insulin sensitivity in both, murine models and in humans. Thus, they are considered a potential target in the treatment of obesity and obesity associated disorders [2]. Metabolic syndrome is regarded as a high-risk state for cancer. Targeting of PPARβ/δ was suggested for the treatment of metabolic syndrome (reviewed in [3]), but the resulting consequences for cancer risk are less clear. The function of PPARβ/δ in different types of cancer is highly controversial at present. This might result from the different experimental models used and also from the varying contribution of PPARβ/δ to endothelial cell proliferation, inflammation, and tumor cell proliferation, differentiation, or apoptosis (reviewed in [4]). As all these processes are critically involved in cancer growth; different approaches could give rise to opposing results. We recently reported that PPARβ/δ inhibits melanoma cell proliferation through the transcriptional repression of the Wilms’ tumor suppressor WT1 [5]. In contrast, we found that PPARβ/δ increases liposarcoma cell proliferation through the direct repression of the adipose tissue secretory factor leptin [6].

PPARβ/δ, unlike PPARα or PPARγ, appears to be a predominantly pro-angiogenic signaling molecule. PPARβ/δ is expressed in endothelial cells and pharmacological activation of endothelial cells with PPARβ/δ agonists had been shown to increase the angiogenic properties of these cells [7]. PPARβ/δ is also involved in physiological angiogenesis. As we and others showed, treatment with the PPARβ/δ agonists GW0742 and GW501516 induced an exercise-like phenotype in the heart. Both agonists induced a surprisingly rapid (after 24 h) remodeling of mouse hearts [8] and skeletal muscle [9] by increasing micro-vessel densities. However, until now it was not clear whether either the increase of the cardiac vasculature drives the myocardial hypertrophy or the enhanced cardiac angiogenesis might be a potential indirect effect of cardiomyocyte-specific PPARβ/δ activation. In a recent work, we addressed this question through the generation of transgenic mice with an inducible conditional vascular-specific overexpression of PPARβ/δ and analyzed the normal cardiac phenotype and function as well as morphology and function under chronic ischemic heart disease conditions. We showed that inducible vessel-specific overexpression of PPARβ/δ results in a rapid induction of angiogenesis, cardiac hypertrophy, and impairment of cardiac function. Additionally, we demonstrated that after myocardial infarction, despite the higher collateral vessel formation, the animals with vascular- specific PPARβ/δ overexpression display bigger infarct lesions, higher cardiac fibrosis, and further reduced cardiac function. This points to a more careful view about the potential benefits of PPARβ/δ agonists in the treatment of cardiovascular diseases as the proper balance between cardiomyocytic and vascular PPARβ/δ seems to be crucial for cardiac health, especially under ischemic conditions [10]. Although the function of PPARβ/δ in lipid and glucose metabolism, and the remodeling of skeletal and cardiac muscle is well established, its role in tumor angiogenesis and cancer progression is unclear or at least partially controversial. It is of great importance to clarify the impact of PPARβ/δ activation in the vasculature particularly in cancer, as caution may be required when testing PPARβ/δ activation where more angiogenesis may play important pathological roles. The question of the safety of a potential use of PPAR β/δ modulation in clinical studies therefore needs to be answered urgently.

In human pancreatic tumors, PPARβ/δ expression strongly correlated with advanced tumor stage and increased risk of tumor recurrence and distant metastasis [11]. PPARβ/δ has therefore been suggested to be involved in the regulation of the angiogenic switch in tumor progression. However, until now it is not clear to what extent the expression of PPARβ/δ in the tumor endothelium influences tumor progression and metastasis formation. We determine in this study the in vivo relevance of PPARβ/δ for tumor vessel formation and cancer growth using modern mouse genetic approaches. We first tested the effects of the PPARβ/δ agonist GW0742 on tumor cell proliferation in vitro and in vivo. Although the PPARβ/δ agonist inhibited cancer cell proliferation in vitro, we could observe enhanced tumor growth upon treatment in vivo. Tumors of animals treated with the PPARβ/δ agonist displayed higher vessel densities and formed more metastases compared to controls. We next generated an inducible conditional endothelial cell-specific over-expression mouse model for PPARβ/δ to analyze the effects on tumor angiogenesis and progression. We show here that tumor angiogenesis and cancer growth as well as metastasis formation are increased upon endothelial cell-specific upregulation of PPARβ/δ. Furthermore, we identify platelet-derived growth factor receptor beta (Pdgfrb), platelet-derived growth factor subunit B (Pdgfb), and the tyrosinkinase KIT (c-Kit) as new PPARβ/δ -dependent molecules involved in tumor vessel formation based on RNA sequencing and subsequent verification applying a variety of molecular biology approaches.

## 2. Materials and Methods

### 2.1. Animals

All animal work was conducted according to national and international guidelines and was approved by the local ethics committee (Comité Institutionnel d‘Éthique Pour l‘Animal de Laboratoire Azur (Ciepal), agreement number: *PEA-NCE/2013/334).* PPARβ/δ-flox^+/−^ [12] and Tie2-CreERT2 [13] animals were crossed to generate Tie2-CreERT2;PPARβ/δ-flox^+/−^ mice, further referred to as Tie2-CreERT2;PPARβ/δ. The Tie2-CreERT2-line was back-crossed four times onto C57BL/6J. Age- and sex-matched Tie2-CreERT2;PPARβ/δ animals were injected for one week intraperitoneally either with sunflower oil (vehicle) or Tamoxifen dissolved in sunflower oil in a dose of 33  mg/kg per day [10,14,15]. Tie2-CreERT2 animals injected with Tamoxifen served as additional controls. One week after the last Tamoxifen or vehicle treatment, 1 × 10^6^ LLC1 tumor cells were injected subcutaneously. Tumors and organs were collected after three weeks. For treatment with the PPARβ/δ agonist, ten-week-old male C57BL/6J (Janvier, France) mice were subcutaneously injected with 1 × 10^6^ LLC1 tumor cells. GW0742 (Selleckchem, Houston, TX, USA) dissolved in DMSO was then subcutaneously injected at 1 mg/kg once every second day (100 µL). Controls received 100 µL DMSO injections [8].

### 2.2. Cell Culture

Human umbilical vein endothelial cells (HUVEC) were purchased from PromoCell (Heidelberg, Germany) and grown in endothelial cell growth medium (PromoCell) supplemented with gentamycin (50 µg mL^−1^) and amphotericin B (50 ng mL^−1^). For all experiments, we used HUVECs pooled from up to four donors, which did not exceed passage 4. Human embryonic kidney (HEK) 293 cells (ATCC CRL-1573) were grown in DMEM medium (Invitrogen, Cergy Pontoise, France) supplemented with 10% fetal calf serum (FCS), 100 IU mL^−1^ penicillin, and 100 µg mL^−1^ streptomycin (Invitrogen, Cergy Pontoise, France). C166 mouse endothelial cells (accession number CRL-2581) and LLC1 mouse lung cancer cells (accession number CRL-1642) were grown in DMEM medium (Invitrogen, Cergy Pontoise, France). Media were supplemented with 10% fetal calf serum (FCS), 100 IU mL^−1^ penicillin and 100 µg mL^−1^ streptomycin. As positive control for apoptosis assays, LLC1 mouse lung cancer cells were treated with 100 nmol/L Staurosporine (Sigma, St. Louis, MO, USA) overnight. For RNA isolation and quantitative RT-PCR experiments, HUVEC and LLC1 cells were maintained for 48 h (HUVEC) or 24 h (LLC1) in medium in the presence of GW0742 (Selleckchem, Houston, TX, USA) or GSK3787 (Selleckchem) dissolved in dimethyl sulfoxide (DMSO) at concentrations of 1 µmol/L. Controls were treated with vehicle (0.1% DMSO) only [6,16].

### 2.3. Detection of Cell Proliferation 

After incubation for 24 h (LLC1 cells) or 48 h (HUVECs) with DMSO, GW0742, or GSK3787, bromodeoxyuridine was added and the cells incubated for 3 h. Afterwards, BrdU incorporation was measured spectrophotometrically according to manufacturer’s instructions (Millipore, Molsheim, France). Alternatively, cells were labeled with a mouse monoclonal proliferating cell nuclear antigen (PCNA) antibody (PC-10, Santa Cruz Biotechnology, Heidelberg, Germany) and 4′,6-diamidino-2-phenylindole (DAPI) counterstain (Vector Laboratories, Burlingame, CA, USA). PCNA-positive cells in five random optical fields from six independent experiments each were counted at 400× magnification. 

### 2.4. Apoptosis Assays 

Apoptotic cells were detected by Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining of HUVECs, 48 h after treatment with DMSO, GW0742, or GSK3787 using the In Situ Cell Death Detection Kit (Roche Molecular Biochemicals, Meylan, France) according to the manufacturer’s instructions. LLC1 cells were incubated with APC-conjugated annexin V (Roche, Meylan, France) and counterstained with propidium iodide to distinguish necrotic from apoptotic cell death. LLC1 cells treated with 100 nmol/L Staurosporine (Sigma, St. Louis, MO, USA) overnight served as positive controls.

### 2.5. Immunofluorescence Assays 

Cells were fixed for 10 min on ice with 4% paraformaldehyde in phosphate-buffered saline (PBS). After PBS washes, cells were incubated for 1 h at room temperature in blocking solution (1% Triton X-100, 1%BSA, 5% donkey serum in PBS). Cells were then immuno-stained overnight at 4 °C in blocking solution containing the following primary antibodies: rabbit polyclonal anti PPARβ/δ (ThermoFisher Scientific, Nimes, France, 1:200) and mouse monoclonal PDGFRB (ThermoFisher Scientific, 1:300), or goat polyclonal PDGFB antibody (Abcam, Cambridge, UK, 1:50), or mouse monoclonal anti c-Kit (Abcam, 1:500). After three washes with PBS/0.1% Triton X-100, slides were incubated for 1 h 30 min at room temperature with Dylight 488 donkey anti-mouse or Dylight 488 donkey anti-goat and Dylight 594 donkey anti-rabbit secondary antibodies in PBS containing 0.5% Triton X-100, 1%BSA, 2.5% donkey serum. Slides were mounted with Vectashield with DAPI (Vector Laboratories, Burlingame, USA). Slides were viewed under an epifluorescence microscope (DMLB, Leica, Germany) connected to a digital camera (Spot RT Slider, Diagnostic Instruments, Scotland). 

### 2.6. Endothelial Cell Isolation

Mouse tumor endothelial cells (EC) were isolated from Tie2-CreERT2;PPARβ/δ mice treated with Tamoxifen or vehicle as previously described [10,17,18]. Tie2-CreERT2 animals injected with Tamoxifen served as an additional control. Briefly, tumor tissues were cut into small fragments and digested with 1 mg/mL collagenase A and 100 IU/mL type I DNase (Roche Diagnostics, Meylan, France) for 45 min at 37 °C. ECs were then purified from the cell suspension using CD31 MicroBeads followed by magnetic separation in LS columns (Miltenyi Biotec SAS, Paris, France). 

### 2.7. RT-PCR and Quantitative RT-PCR 

Total RNA was isolated using the Trizol reagent (Invitrogen). First-strand cDNA synthesis was performed with 0.5 µg of total RNA using the Thermo Scientific Maxima First Strand cDNA synthesis kit (Thermo Scientific). The reaction product was diluted to 200 µL and 1 µL of the diluted reaction product was taken for real time RT-PCR amplification (StepOne plus, Applied Biosystems) using the SYBR^®^ Select Master Mix (Applied Biosystems). Expression of each gene was normalized to the respective arithmetic means of *Gapdh*, *Actnb*, and *Rplp0* expression.

Primer sequences for mouse genes are given in Table 1 and for human genes in Table 2.

### 2.8. mRNA Sequencing

For sequencing, RNAs from tumor sorted endothelial cells from Tie2-CreERT2;PPARβ/δ mice treated with Tamoxifen or vehicle were used (*n* = 4 each). RNA sequencing and data analysis was performed by Novogene, Beijing, China. Briefly, RNA quality was monitored on 1% agarose gels. RNA purity was checked using a NanoPhotometer. RNA concentration was measured using the Qubit^®^ RNA Assay Kit in a Qubit^®^ 2.0 Flurometer (Life Technologies, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) following manufacturer’s instructions. Library quality was assessed on the Agilent Bioanalyzer 2100 system. Library preparations were sequenced on an Illumina Hiseq platform and 125 bp/150 bp paired-end reads were generated. Clean reads were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. HTSeq v0.6.1 was used to count the reads numbers mapped to each gene. Fragments per kilobase of transcript sequence per millions base pairs sequenced (FPKM) of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis of the two groups was performed using the DESeq R package (1.18.0). Resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach. Genes with an adjusted *p*-value < 0.05 were assigned as differentially expressed. The RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus [19,20] and are accessible through GEO Series accession number GSE140513 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140513).

### 2.9. Bioinformatics 

The maximum scoring subnetwork was calculated with the runFastHeinz function from the R BioNet package [21]. The *p*-values obtained from the differential expression were assigned to each node (gene) of the networks. The following networks were analyzed: FULL-Mouse (18 January, 2019) from signor database (http://signor.uniroma2.it/), HumanCyc metabolic pathways (http://humancyc.org/), NCI PID, Complete Interactions (http://www.cancer.gov), Biogrid (https://thebiogrid.org/), HCOP Mouse PCNet [22], ConsensusPathDB (http://cpdb.molgen.mpg.de/). All networks were downloaded from http://www.ndexbio.org [23]. Sub-network visualizations and analyses were done with Cytoscape [24] and pathway cluster analysis at http://impala.molgen.mpg.de/ [25]. Prediction of PPAR, responsive elements in differentially expressed genes was done using the oPOSSUM3 software at http://opossum.cisreg.ca/oPOSSUM3/ [26]. 

### 2.10. Tissue Samples and Immunohistology

The study adheres to the principles of the Declaration of Helsinki and to Title 45 of the U.S. Code of Federal Regulations (Part 46, Protection of Human Subjects). Paraffin-embedded samples, cut at 3µm, were used for immunohistochemical detection of PPARβ/δ, CD31, and PCNA. In total, 35 paraffin-embedded human tumor samples (7 liver carcinomas, 7 melanomas, 7 pancreas carcinomas, 7 ovary carcinomas, and 7 prostate cancers) were used for this study. For immunofluorescence double-labeling of human tumor samples, anti-CD31 mouse monoclonal antibody from Dako (Trappes, France, clone JC70A) was combined with the anti-PPARβ/δ antibody (ThermoFisher Scientific), using Dylight 488 donkey anti rabbit and Dylight 594 donkey anti mouse secondary antibodies. Negative controls were obtained by omission of first antibodies. Images were taken using a confocal ZEISS LSM Exciter microscope (Zeiss, Jena, Germany).

Mouse tissue sections were in routine stained with hematoxylin-eosin. After heat-mediated antigen retrieval and quenching of endogenous peroxidase activity, PPARβ/δ (ThermoFisher Scientific) or CD31 (rabbit polyclonal, 1:50, Abcam) were detected using the EnVisionTM Peroxidase/DAB Detection System from Dako. Negative controls were obtained by incubation of samples with a rabbit IgG Control (Abcam). Sections were counterstained with hematoxylin (Dako) and analyzed by two independent investigators, one of them an experienced pathologist. Slides were viewed under an epifluorescence microscope (DMLB, Leica, Germany) connected to a digital camera (Spot RT Slider, Diagnostic Instruments, Scotland).

### 2.11. Cloning and Transient Transfection Experiments

The PDGFRβ promoter was amplified from HUVEC genomic DNA using the following primers: 5′-TAGGTACCAAAGACTTAGCGGCGCAGAG-3′ (forward, position -1766), 5′-GTGAGATCTCTGCCCTCTCCCAGTTATCAG-3′ (backward, position +374) and cloned into the KpnI/BglII restriction sites of pGl3 basic [17]. The Pdgfb promoter was amplified from mouse genomic DNA using the following primers: 5′-CGGGGTACCATCAGTACCACCTCATCCA-3′ (forward, position -1199), 5′-CCCAAGCTTCTCGGGTCAGTCTGTCTA-3′ (backward, position +98) and cloned into the KpnI/HindIII restriction sites of pGl3 basic. The c-Kit promoter was a kind gift of C. Nishiyama [27]. As vector backbone, pGl3 basic (Promega) was used for all constructs. The putative PPARβ/δ responsive elements sites were deleted from the PDGFRB promoter construct using the Quik Change II site directed mutagenesis kit (Stratagene, Agilent Technologies, Massy, France) with the following oligonucleotides: PPRE1: 5′-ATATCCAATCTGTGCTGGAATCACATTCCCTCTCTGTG-3′; antisense: reverse complement; PPRE2: 5′-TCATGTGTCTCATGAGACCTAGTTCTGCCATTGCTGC-3′; antisense: reverse complement; PPRE3: 5′-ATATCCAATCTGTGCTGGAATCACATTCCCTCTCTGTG-3′; antisense: reverse complement. The putative PPARβ/δ responsive elements sites were deleted from the Pdgfb promoter construct using the Quik Change II site directed mutagenesis kit (Stratagene) with the following oligonucleotides: PPRE1: 5′-GTGGGTGGGTAGCGAACTGGGTGGGG-3′; antisense: reverse complement; PPRE2: 5′-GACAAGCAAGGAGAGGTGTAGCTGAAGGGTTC-3′; antisense: reverse complement; PPRE3: 5′-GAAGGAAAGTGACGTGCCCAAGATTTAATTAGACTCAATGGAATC-3′; antisense: reverse complement. For deletion of putative PPARβ/δ responsive element sites in the c-kit promoter we used oligonucleotides PPRE1: 5′-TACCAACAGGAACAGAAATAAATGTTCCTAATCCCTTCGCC-3′; antisense: reverse complement; PPRE2: 5′-TGGGCTCGGTCTTTTACGGGTGCCACGATC-3′; antisense: reverse complement.

HEK-293 and C166 cells at approximately 60% confluence were transfected using Fugene 6 reagent (Roche, Meylan, France). Reporter constructs (full promoter sequences and sequences with deletions of the PPARβ/δ responsive elements sites) were co-transfected with a cytomegalovirus (CMV)-driven galactosidase plasmid, and the PPARβ/δ expression construct, and assayed for luciferase- and galactosidase activity (*n* = 12 each).

### 2.12. Chromatin Immunoprecipitation Assay

Chromatin immunoprecipitation (ChIP) assay was performed on HEK293 (human PPREs) or C166 (mouse PPREs) cells using manufacturer’s instructions (Millipore) as described [15,17,18]. One microgram of the following antibodies each were used: PPARβ/δ rabbit polyclonal, (H-74, Santa Cruz Biotechnology), PPARβ/δ goat polyclonal (K-20, Santa Cruz Biotechnology), Acetyl-Histone H3 (06-599, Upstate). Omission of primary antibodies served as a negative control for the PPARβ/δ antibodies and dilutions of the input sample as positive control. PCR products were electrophoresed on 4% agarose gels. Alternatively, samples were used in quantitative PCRs (*n* = 3 each). Fold enrichment was calculated from CT values relative to the input signal of each experiment set to 100%. The following oligonucleotides were used for PCR amplification of the CHIP products: PDGFRβPPRE1: 5′-GGTAAGCCCACTCTATATGCCCTTCTAA-3′ (forward); 5′-CCAGTTACAGACTCCTAGCCCTCAG-3′ (reverse); PDGFRβPPRE2: 5′-GGTCAGATGACTTGTGTCTCTTCCA-3′ (forward); 5′-CTTACGCAGCAATGGCAGAGC-3′ (reverse); PDGFRβPPRE3: 5′-GGGCTTTGAGACGTGAAAAGGA-3′ (forward); 5′-ATTGGCACAGAGAGGGAATGTG-3′ (reverse); PDGFRβUTR: 5′-CAGGTCCAGGTGAGTCAT-3′ (forward); 5′-CCTCTTCCTCTTCCTCTTCT-3′ (reverse); PdgfbPPRE1: 5′-AGGTGTTAACTGTGAGAGTG-3′ (forward); 5′-TGTTTACTACCCCTCTCTGC-3′ (reverse); PdgfbPPRE2: 5′-TCAACAGACTCAAATTCAGC-3′ (forward); 5′-CTCTAAACCCACAGCCAG-3′ (reverse); PdgfbPPRE3: 5′-ATCACAGAAGGAAAGTGACG-3′ (forward); 5′-AGAACCAGACATCTGCAAC-3′ (reverse); PdgfbUTR: 5′-GCTGGAGATAACCTTGGCTAAG -3′ (forward); 5′-GTTGGGACTCAGGATAGACTCA-3′ (reverse); c-kitPPRE1: 5′-TGGAGAAACTGAGCATGAAA-3′ (forward); 5′-TTCTGTTCCTGTTGGTAGAG-3′ (reverse); c-kitPPRE2: 5′-CTCTACCAACAGGAACAGAA-3′ (forward); 5′-CTTATGGTGGAGGTGTTACTA-3′ (reverse); c-kitUTR: 5′-CGATCTCATGTGGTCCAA-3′ (forward); 5′-CGCCTTGTTCATTACTACTG-3′ (reverse).

### 2.13. Statistical Analysis

Data are expressed as mean ± SEM. Student’s t-tests (Instat, GraphPad) were performed to determine statistical significance. A *p*-value of less than 0.05 was considered significant.

## 3. Results and Discussion

### 3.1. The PPARβ/δ Agonist GW0742 Decreases LLC1 Lewis Lung Cancer Cell Proliferation In Vitro

As a prerequisite before in vivo treatment of tumor-bearing mice with a PPARβ/δ agonist, we investigated the in vitro effects on syngenic tumor cells, which we aimed to inject into animals. LLC1 cells were treated for 24 h with the PPARβ/δ agonist GW0742 or the PPARβ/δ antagonist GSK3787 at a concentration of 1 µmol/L. Thereafter, we performed bromodeoxyuridine (BrdU) incorporation assays and immunostaining for proliferating cell nuclear antigen (PCNA), with subsequent quantification of PCNA-positive cells relative to the total cell number. GW0742 decreased BrdU incorporation and the fraction of PCNA-positive cells significantly, GSK3787 had the opposite effects (Figure 1a–c). These findings are in line with the effects of PPARβ/δ modulation on the proliferation of melanoma cells reported by our group [5] and recently confirmed in a study where a PPARβ/δ antagonist enhanced melanoma progression [28]. To determine whether apoptosis might contribute to the observed effects on cell growth upon GW0742 treatment, we used Annexin V/propidium iodide (PI) labeling to detect apoptotic events followed by fluorescence-activated cell sorting (FACS) analysis. Apoptosis of LLC1 cells was neither influenced by the PPARβ/δ agonist GW0742, nor the antagonist GSK3787 (Figure 1d).

As mentioned before, the role of PPARβ/δ in cancer is highly controversial. Concerning lung cancer, two studies reported an increased expression of PPARβ/δ in human non-small cell lung cancer (NSCLC) compared to normal lung and observed in NSCLC cell lines that PPARβ/δ activation promoted proliferation [29,30]. However, an earlier report observed an inhibition of proliferation in a NSCLC cell line upon PPARβ/δ activation [31] and finally, neither growth promoting nor inhibiting effects were observed in another study [32]. Thus, it is difficult to draw a definitive conclusion regarding the biological effect of PPARβ/δ in human lung cancer. There is also a high variability in the kind and concentration of PPARβ/δ agonists used, which might further contribute to these conflicting results. Nevertheless, the aim of our study was not to determine the effects of PPARβ/δ modulation in one cancer cell line, but to clarify the in vivo relevance of PPARβ/δ for tumor vessel formation and cancer growth, which necessitated to distinguish between direct effects on tumor cells and effects on the tumor microenvironment, especially tumor vessels.

### 3.2. The PPARβ/δ Agonist GW0742 Increases LLC1 Lewis Lung Cancer Progression In Vivo

We investigated the effect of the PPARβ/δ agonist GW0742 on tumor growth by subcutaneous implantation of LLC1 tumor cells and subsequent injections of GW0742. Control animals received DMSO injections in the same frequency. Tumor growth was comparable between the two groups in the first days and started to increase in the animals receiving the PPARβ/δ agonist in the second week (Figure 2a). After three weeks, we determined tumor-to-body weight ratios in both groups and observed significantly higher tumor weights in GW0742 treated animals (Figure 2b,c). Next, we analyzed whether treatment with a PPARβ/δ agonist might modify metastasis occurrence. We investigated serial lung and liver sections of both groups for metastases formation. All animals, which had received the PPARβ/δ agonist displayed lung metastases formation, whereas only 30% of the animals in the control group had metastases occurrence in the lung. Lung metastases were not only more frequent in the treated group, but also of a bigger size than in controls. Liver metastases could be observed in 16% of the GW0742 treated mice, whereas none of the control animals had liver metastases (Figure 2d). Vessel density in tumors was determined by immunostaining for Cd31. Strikingly, in tumors of GW0742 treated mice, vessel densities were more than doubled compared to controls (Figure 2e). Double-staining for Cd31 and PCNA suggested a higher number of PCNA-positive endothelial cells in the tumors of PPARβ/δ agonist treated animals (Figure 2f).

Although the PPARβ/δ agonist GW0742 inhibited tumor cell proliferation in vitro, we could observe a strikingly different situation in vivo, where tumor growth and metastasis formation were enhanced. Tumor vascularization was strongly increased, which is in line with previous studies reporting a rapid boost of vascularization after pharmacological PPARβ/δ activation [8,9,10]. The increased tumor vascularization upon PPARβ/δ activation seems therefore to be sufficient to dominate over the anti-proliferative effect of the PPARβ/δ agonist on tumor cells. Increasing neovascularization is not only required for further expansion of the tumor-cell population, but also correlates with a rising rate of metastasis. In agreement with our findings, a recent study observed a marked inhibition of tumor angiogenesis and growth in PPARβ/δ^−/−^ mouse models of subcutaneous Lewis lung carcinoma and B16 melanoma, with occurrence of immature, leaky microvascular structures [33]. However, another group demonstrated enhanced extravasation of B16 melanoma cells in PPARβ/δ^−/−^ mice using an experimental model of metastases formation by injecting the tumor cells in the tail vein of animals, resulting in enhanced pulmonary metastases as compared to wildtype animals [28]. In contrast to the patho-physiologically occurring spontaneous metastasis formation, this assay does not require the formation of functional blood vessels necessary for the propagation of the primary tumor cells to other organs. The enhanced pulmonary metastases formation observed in the PPARβ/δ^−/−^ animals could therefore simply be due to the presence of non-functional leaky microvessels [33], facilitating the anchorage of the tumor cells in the lung.

### 3.3. PPARβ/δ Is Expressed in the Vasculature of Human Tumors and PPARβ/δ Modulation Impacts Proliferation and Expression of Pro-Angiogenic Factors in Human Endothelial Cells

To confirm a relevance for human pathophysiology, we investigated human tumor samples (liver, pancreas, ovary, and prostate carcinoma, as well as melanoma) for expression of PPARβ/δ in the tumor vasculature. Confocal microscopy of tumor samples labeled for PPARβ/δ and CD31 confirmed co-localization of PPARβ/δ in endothelial cells (Figure 3). Furthermore, PPARβ/δ could be detected in tumor cells at various degrees in different tumor types.

Treatment of human umbilical vein endothelial cells (HUVECs) with GW0742 increased proliferation, while the PPARβ/δ antagonist GSK3787 tended to reduce HUVEC proliferation (Figure 4a). This is in agreement with previous works reporting enhanced endothelial cell proliferation [34] and activation of angiogenesis upon PPARβ/δ activation [7] and the general view of PPARβ/δ as a pro-angiogenic factor [4]. As an initial study suggested that PPARβ/δ is involved in endothelial cell apoptosis [35], we tested for differences in apoptosis upon modulation of PPARβ/δ. Rarely, TUNEL-positive endothelial cells were observed under any of the culture conditions (Figure 4b), suggesting that PPARβ/δ modulation does not influence apoptosis in vascular cells.

To identify molecular events in the observed pro-angiogenic effect of the PPAR agonist GW0742 on HUVECs, we performed quantitative RT-PCRs. First, we confirmed up-regulation of established PPARβ/δ target genes as Angiopoietin-like 4 (ANGPTL4) [36], Fatty acid binding protein 4 (FABP4) [37], Calcineurin (CNA) [8], and Pyruvate dehydrogenase kinase isoform 4 (PDK4) [38]. Next, we evaluated the expression of genes known to be involved in angiogenesis and found many of them to be up-regulated upon agonist treatment: Vascular endothelial growth factor receptor 1 (Vegfr1), which is critical for endothelial cell survival [39], and platelet/endothelial cell adhesion molecule-1 (CD31), regulating the endothelial cell vascular permeability barrier [40], Platelet-derived growth factor subunit B (PDGFB) and PDGF beta-receptor (PDGFRb), enhancing angiogenesis [17,41], Tyrosinekinase Kit (c-KIT), expressed on endothelial cells [42], implicated in tumor angiogenesis [43], and increasing migration and tube formation of endothelial cells [15,44], and also SRY-related HMG-box transcription factor 18 (SOX18), mediating physiologic and pathologic angiogenesis [45]. Although it has been suggested that Vascular endothelial growth factor (VEGF) is regulated by PPARβ/δ [7,46], we did not observe a statistically significant increase in expression, and no changes in Vascular endothelial growth factor receptor 2 (VEGFR2) expression and Von Willebrand factor (VWF), controlling blood vessel formation [47] (Figure 4c, upper panel). However, in HUVECs treated with the PPARβ/δ antagonist GSK3787, all of the mentioned genes were downregulated (Figure 4c, lower panel) supporting a pro-angiogenic function of PPARβ/δ.

### 3.4. Inducible Vascular-Specific Overexpression of PPARβ/δ Promotes Tumor Angiogenesis, Growth, and Spontaneous Metastases Formation In Vivo

To determine further the functional relevance of PPARβ/δ for tumor vessel formation and tumorigenesis, we used PPARβ/δ-flox^+/−^ mice [12] crossed with Tamoxifen-inducible Tie2-CreERT2 animals. This Cre becomes activated in endothelial cells upon Tamoxifen induction [13]. Using this strategy, we obtained Tie2-CreERT2;PPARβ/δ animals with an inducible conditional vascular-specific overexpression of PPAR*β*/*δ* [10]. In adult Tie2-CreERT2;PPARβ/δ, Cre was activated by tamoxifen injection. Tie2-CreERT2;PPARβ/δ injected with vehicle and Tie2-CreERT2 mice injected with tamoxifen served as controls. We investigated the effects of vascular specific PPARβ/δ overexpression on tumor growth by overexpressing PPARβ/δ in Tie2^+^ cells, followed by subcutaneous implantation of LLC1 tumor cells. Tumor growth curves revealed increased tumor growth rates in mice with vessel- specific PPARβ/δ overexpression (Figure 5a). Three weeks after tumor cell injection, we determined tumor/body weight ratios. Body weights were comparable in all groups of mice (*CreERT2*;PPARβ/δ + vehicle 36.57 g ± 0.44 g, Tie2-CreERT2 + Tamoxifen 38.75 g ± 0.12 g, Tie2-CreERT2;PPARβ/δ + Tamoxifen 36.77 g ± 0.27 g). Of note, tumor weights were nearly doubled in the mice with vascular PPARβ/δ overexpression (Figure 5b,c). Next, we analyzed whether conditional overexpression of PPARβ/δ in vessels might modify metastasis occurrence. In this respect, the LLC1 model is very useful as it forms spontaneous metastases [15]. We investigated serial lung and liver sections of Tie2-CreERT2;PPARβ/δ + Tamoxifen mice and the respective control groups for metastases. All mice with vascular PPARβ/δ overexpression had lung metastases compared to 30% in the control groups (Figure 5d), and 50% displayed liver metastases whereas in the controls no liver metastases formation could be observed (Figure 5e). These observations strengthen the hypothesis that vascular PPARβ/δ enhances tumor growth and spontaneous metastatic spreading; and they are in perfect agreement with tumor growth inhibition and prolonged survival observed in PPARβ/δ^-/-^ mice [33].

We analyzed next PPARβ/δ and Cd31 expression in the tumors by immunostaining. Tie2-CreERT2;PPARβ/δ + Tamoxifen tumors displayed much higher PPARβ/δ and Cd31 positive vessel-and area-densities than both control groups (Figure 6a). To confirm the endothelial PPARβ/δ overexpression on the RNA level, we sorted endothelial cells from the tumors and performed quantitative RT-PCRs. PPARβ/δ expression was nearly doubled in the tumor-derived endothelial cells from Tie2-CreERT2;PPARβ/δ + Tamoxifen mice compared to both controls (Figure 6b). Co-immunostaining for PCNA and Cd31 demonstrated more PCNA-positive endothelial cells in the tumors from animals with vessel-specific overexpression of PPARβ/δ than in the controls, indicating higher proliferation rates of endothelial cells, like it had been the case in the tumors of GW0742 agonist treated mice (Figure 6c).

### 3.5. PPARβ/δ Overexpression Upregulates Angiogenic and Metastases Promoting Molecules in Endothelial Cells In Vivo

To confirm the differential expression of genes we had observed upon pharmacological PPARβ/δ modulation in human endothelial cells and to elucidate further the molecular mechanisms upon PPARβ/δ overexpression in vascular cells in vivo, we performed quantitative RT-PCRs from tumor-sorted endothelial cells (Figure 7). Again, established PPARβ/δ target genes were upregulated except Pdk4, as likewise genes with established angiogenic functions: Vegf, Vegfr1 and 2, Cd31, vwf, Pdgfb, Pdgfrα, and β, Sox18, and c-kit. Furthermore, we found an increase of tumor-angiogenesis related genes such as E26 transformation specific factor 1 (Ets-1) [48,49], and Wt1 (Wilms’ tumor suppressor 1) [15,48]. Interestingly, we could demonstrate that PPARβ/δ represses WT1 in human melanoma cells leading to decreased melanoma cell proliferation [5]. The upregulation of Wt1 upon overexpression of PPARβ/δ in endothelial cells observed here, could be due to cell type-specific expression of co-activators/co-repressors, which requires further studies. We additionally analyzed expression of matrix metalloproteinases 1, 8, and 9. It has been observed that pharmacological activation of PPARβ/δ in vascular cells increased MMP9 mRNA levels [7]. However, we could only find an increase for MMP8, which is known to positively regulate angiogenesis [50] in our model. Interleukin 1 and 6 (Il 1 and Il 6) expression was increased, pointing to an inflammatory state of endothelial cells; yet, Interleukin 18 (Il 18) and Tumor necrosis factor alpha (TNFα) expression were unchanged. Sirt1 and Vcam-1 were not differentially expressed. The mRNA expression of anti-angiogenic Thrombospondin -1 and its receptor Cd36 [51] was unaffected by PPARβ/δ overexpression. It seems that vascular overexpression of PPARβ/δ promotes exclusively a hyper-angiogenic phenotype rather than repressing anti-angiogenic pathways. This might contribute to the observed relatively weak phenotype of PPARβ/δ knockout animals, which are viable, develop normally, are fertile, and display only light growth, skin, adipose tissue, and myelinization alterations [52]. Finally, we observed upregulation of the metastases promoting [53,54] CC-chemokine ligands 2 and 5 (Ccl 2 and 5) in tumor- derived PPARβ/δ overexpressing endothelial cells (Figure 7).

In summary of these findings, the use of PPARβ/δ agonists, initially developed to treat hyperlipidemia or cardiovascular diseases, as anti-cancer drugs, even in the setting of an antiproliferative effect on the tumor cells, seems irresponsible. Although the PPARβ/δ agonist 501,516 entered clinical trials for the treatment of metabolic syndrome and diabetes in the beginning of 2000, these trials were stopped in 2007 due to multiple appearance of cancers in mice and rats (cited in [55]. Unfortunately, upon publication of the beneficial effects of PPARβ/δ activation against obesity and on exercise endurance in mice [12,56,57], the PPARβ/δ agonist GW501516 became very popular in the athletes community.

### 3.6. RNA Sequencing Further Certifies the Acquisition of a Highly angiogenic Endothelial Phenotype Upon PPARβ/δ Overexpression and Identifies Pro-Tumor-Angiogenic Signaling Networks

To analyze the transcriptome of gene expression patterns in PPARβ/δ overexpressing tumor- derived endothelial cells, we sorted endothelial cells from the tumors of Tie2-CreERT2;PPARβ/δ injected with Tamoxifen, or vehicle as controls. mRNAs were after purity and quality controls submitted to sequencing. 

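Tumor endothelial cells of 4 Tie2-CreERT2;PPARβ/δ + Tamoxifen and 4 Tie2-CreERT2;PPARβ/δ + vehicle mice were sequenced, with 1 library per mouse. Tie2-CreERT2 is a Cre recombinase that Tamoxifen activates in Tie2-expressing cells, where it switches on the additional PPARβ/δ. The mice were injected for 1 week with 33 mg/kg Tamoxifen per day or with sunflower oil, LLC1 Lewis lung carcinoma cells were injected 1 week later, and the tumors were collected after another 3 weeks and their endothelial cells purified with CD31 MicroBeads. The methods give 4 mice per group and the legend of Figure 8 gives 5, and 4 libraries per group were analysed here. The sample labels call the vehicle mice wild-type, whereas the methods give both groups the same genotype. The paper's Tie2-CreERT2 + Tamoxifen control mice are not among the libraries. An effect of Tamoxifen or of the active Cre thus cannot be told apart from one of the overexpression. Each library carries a number of its own (oil2453 or Tax2604, for example), taken here as the number of the mouse. Ppard, the overexpressed gene, lies on chromosome 17 from 28232754 to 28301469 (GRCm38) and was at 108 ± 24.6 CPM with Tamoxifen and 74.4 ± 15.2 CPM with vehicle (SD, n = 4 each). Its log2 fold change was 0.53 (standard error 0.25, adjusted p = 0.461 from edgeR's quasi-likelihood test; exact two-sided permutation test, p = 0.114). It lay between 118 and 122 CPM in 3 Tamoxifen libraries and at 70.9 CPM in the library labelled Tax2689, inside the range of the vehicle libraries from 53.4 to 88.3 CPM. Whether reads of the additional PPARβ/δ are counted as Ppard is not given in the sources used here, so these values may not measure the overexpression. By quantitative PCR, with primers listed for mouse Ppard, the paper reports that PPARβ/δ nearly doubled against both control groups in endothelial cells sorted from the tumors. Lyz2, a lysozyme of macrophages and neutrophils, was at 3913 ± 838 CPM with Tamoxifen and 2986 ± 996 CPM with vehicle (SD, n = 4 each), against 857 ± 211 CPM with Tamoxifen and 304 ± 83.3 CPM with vehicle (SD, n = 4 each) for Pecam1, which encodes CD31. The vehicle library oil2453 stood apart from the other 7 libraries. Ribosomal protein genes took 21.9% of its counts, compared to 4.77% to 10.8% in the others, hemoglobin genes took 0.474%, compared to at most 0.0568%, and it lay at one end of the first principal component, which held 42.0% of the variance. The authors removed reads with adapters and low quality reads and counted the remaining ones per gene with HTSeq 0.6.1. The submitters' processing notes also name TopHat2 2.0.12, Bowtie2 2.2.3 and the genome build mm8, whereas the gene positions in the deposited table match GRCm38: of 34490 gene identifiers shared with GENCODE M21, 99.9% overlap its position. The deposited counts summed to 21817353, 20128599, 22612396 and 21541469 in the vehicle libraries (median 21679411) and to 19730726, 21725014, 24884372 and 23770389 in the Tamoxifen libraries (median 22747702). Of 23453 genes with at least 1 count, the 14539 kept by edgeR's filter for a minimum count of 10 were normalized by TMM, given as counts scaled to library size (CPM), and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.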

283 genes were found to be differentially expressed in vascular cells overexpressing PPARβ/δ, most of them were up-regulated (Figure 8a and Supplementary Table S1). 

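Many markers of endothelial and mural cells were higher in the tumor endothelial cells of Tamoxifen-treated mice when adjusted over their lists alone, and among the genes that separated the groups completely, most were higher. Cdh5, the VE-cadherin of endothelial junctions, was at 656 ± 248 CPM with Tamoxifen and 98.4 ± 52.5 CPM with vehicle (SD, n = 4 each), a log2 fold change of 2.74 (standard error 0.48). The pericyte genes Notch3 and Cspg4, which encode a Notch receptor and the NG2 proteoglycan, had log2 fold changes of 3.12 (standard error 0.52) and 2.80 (standard error 0.42). Of 29 pan-endothelial markers, 27 were higher and none was lower when adjusted over the list alone, and of 15 mural cell markers, 13 were higher and none was lower, with median log2 fold changes of 2.14 and 1.89. Over all genes tested, no member of either list passed, and as groups the lists passed limma's camera test at its preset correlation (adjusted p = 3.89e-28 and 2.16e-17) and not with an estimated one (adjusted p = 0.190 for each). The lists were written after Table S1 had been read, and 20 of the 29 pan-endothelial markers and 9 of the 16 listed mural cell markers are in it. The share of endothelial cells in the isolates was not measured, so higher levels need not mean a change per cell. In every Tamoxifen library compared to every vehicle library, 853 genes were higher and 292 were lower, together 7.88% of the genes tested. Chance gives 2.86% as an average over all groupings of the libraries. As genes vary together, a single grouping can lie far from that average. The share was not computed for other groupings, so it does not show an excess over chance. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test over all genes, with a lowest adjusted p = 0.0732 that Cdh5, Notch3 and Cspg4 shared with others, while 1590 genes were under an unadjusted p of 0.05 (928 without Tax2604). DESeq2 called 574 genes, 550 higher and 24 lower, limma-voom called 0, and the paper's DESeq rule, rebuilt here from its description, called 290, 289 higher and 1 lower. Among the genes that DESeq2 called lower were mt-Co2 and mt-Atp6, mitochondrially encoded subunits of cytochrome oxidase and ATP synthase, with log2 fold changes of -1.61 and -1.54 in edgeR (adjusted p = 0.0973 and 0.0983). Table S1 lists 282 higher genes and 1 lower gene, Dynap, which had too few counts to be tested. Of its 283 genes, 276 were tested, and all 276 had the direction of Table S1, with a median log2 fold change of 2.19, and 275 were under an unadjusted p of 0.05. As the study chose these genes on the same libraries, their direction is not independent evidence. The number of called genes rested on single libraries: without the vehicle library oil2453, edgeR called 256 genes, all of them higher and 142 of them in Table S1, with Cdh5, Notch3 and Cspg4 among them (adjusted p = 0.0417, 0.0419 and 0.0382), and without the vehicle library oil2368 it called 31, all higher and 28 of them in Table S1. With any other single library left out, edgeR called 0 genes.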

Cluster analysis of differentially expressed genes confirms mostly up-regulation of genes upon vascular overexpression of PPARβ/δ (Figure 8b). 

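For pan-endothelial and mural cell markers, the Tamoxifen libraries lay together. The vehicle libraries lay lower and further apart, largely through the library oil2315. The mean log2 level of the pan-endothelial markers, relative to all libraries, was 1.14 ± 0.45 with Tamoxifen and -1.14 ± 1.12 with vehicle (SD, n = 4 each), and all Tamoxifen libraries, including the one labelled Tax2689, lay above all vehicle libraries (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow, and adjusted p = 0.0943 over 33 lists). Mural cell markers, the genes of pericytes and smooth muscle, were at 1.09 ± 0.28 and -1.09 ± 0.79, with the same complete separation. The lowest library in both lists was oil2315, at -2.65 and -2.22. The other vehicle libraries were at -1.26 to -0.04 for pan-endothelial and -0.98 to -0.40 for mural cell markers. Markers of macrophages and monocytes were at 0.09 ± 0.40 with Tamoxifen and -0.09 ± 0.87 with vehicle, and none of their 20 members passed when adjusted over the list alone. Their vehicle mean rested on oil2453, at -1.395, as the other vehicle libraries were at 0.32 to 0.36, above the Tamoxifen mean. T and NK cell markers were at -0.25 ± 0.71 with Tamoxifen and 0.25 ± 1.57 with vehicle, and the level of B cell markers differed by -0.01 between the groups. The vehicle library oil2653 had the highest level of each, at 2.05 and 3.11. The median log2 fold changes of the T and NK cell markers set test and the B cell markers set test were -1.12 and -1.39, and -0.06 and 0.54 without oil2653. Ribosomal protein genes had a median log2 fold change of -1.09, with an adjusted p = 7.52e-16 from limma's camera test at its preset correlation of 0.01 and an adjusted p = 0.560 with an estimated correlation. Their level in oil2453 was 1.73, compared to -0.38 to 0.36 in the other vehicle libraries, and without oil2453 the median of the ribosomal protein genes set test was -0.33 (adjusted p = 4.66e-08 at the preset correlation). Across the 276 tested genes of Table S1, the log2 fold changes from edgeR and from Table S1 had a Pearson's r of 0.999, across genes of the same libraries, which are not independent replicates. Of these genes, 269 separated the groups completely in the direction of Table S1.

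**Figure D1:**
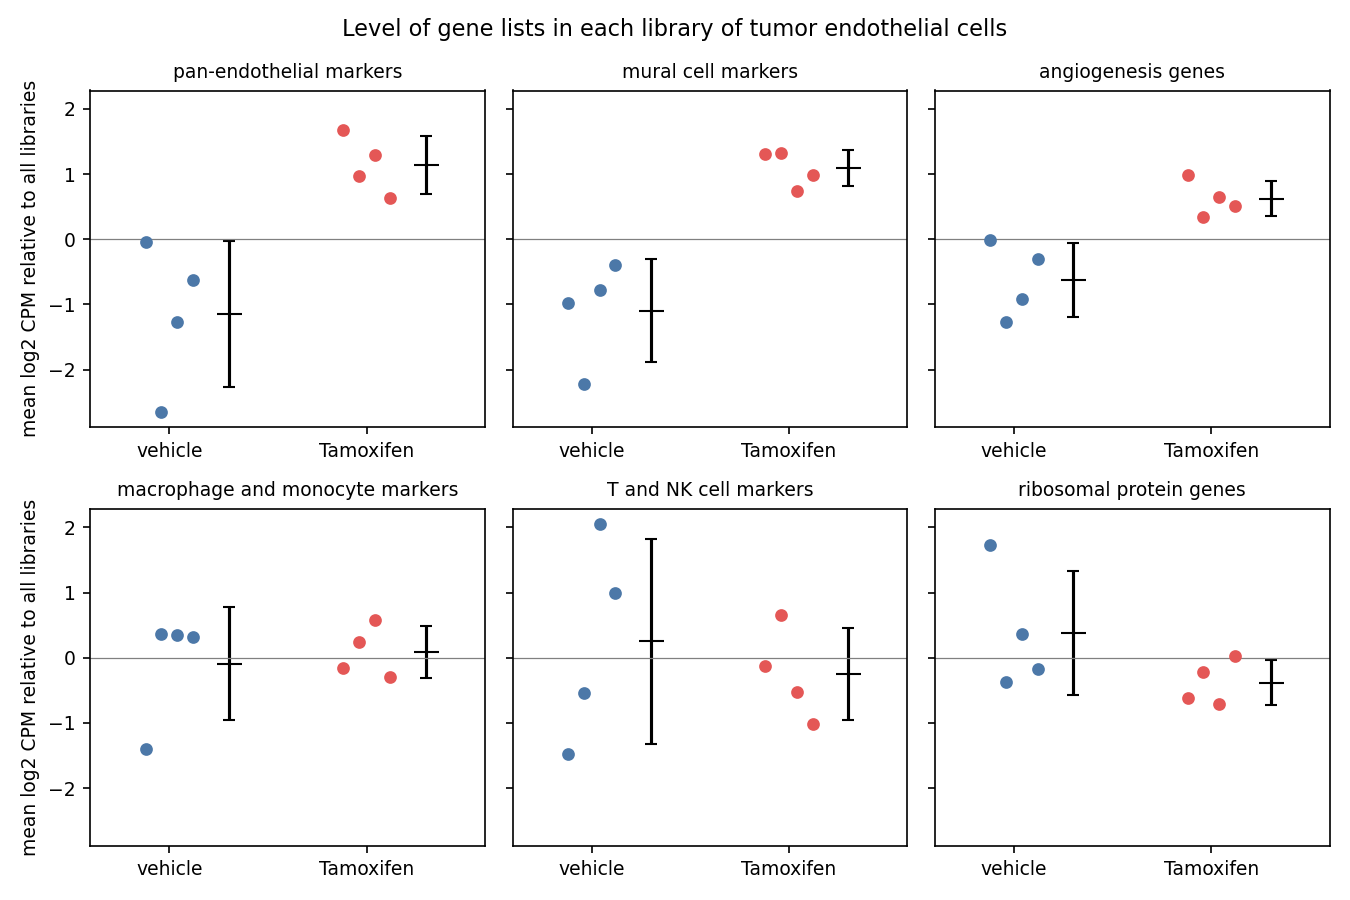
Level of 6 gene lists in each library, as the mean log2 CPM of the members relative to all 8 libraries. Each dot is 1 library, and the black lines give the group mean and SD (n = 4). Pan-endothelial and mural cell markers separate the groups, whereas macrophage and T cell markers overlap and ribosomal protein genes stand out in 1 vehicle library at 1.73.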

Again, this is in line with our observation in the quantitative PCRs, which indicate an angiogenesis boosting effect rather than a repression of anti-angiogenic molecules to enhance angiogenesis. 

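Anti-angiogenic genes were not lower as a group in the tumor endothelial cells of Tamoxifen-treated mice, and 4 of the 14 tested were higher, none lower, when adjusted over the list alone. The 4 were Vash1, which encodes the endothelial angiogenesis inhibitor vasohibin, Timp3, an inhibitor of metalloproteinases, Adamts1, a secreted protease that binds VEGF, and Sema3f, a semaphorin that repels endothelial cells. Vash1 was at 67.2 ± 36.4 CPM with Tamoxifen and 6.36 ± 3.9 CPM with vehicle (SD, n = 4 each), a log2 fold change of 3.40 (standard error 0.60, adjusted p = 0.0732 over all genes from edgeR). Timp3, Adamts1 and Sema3f had log2 fold changes of 2.64, 1.51 and 2.06, with adjusted p = 0.117, 0.127 and 0.28 over all genes. Without the vehicle library oil2453, Vash1, Adamts1 and Sema3f passed over all genes (adjusted p = 0.0477, 0.0444 and 0.0382), Sema3f with a log2 fold change of 3.03, and without oil2368 Timp3 did (adjusted p = 0.0397). No gene passed when a library other than oil2453 or oil2368 was left out. Vash1, Timp3 and Sema3f are also in Table S1, which had been read before the list was written. Thbs1, which encodes the anti-angiogenic thrombospondin-1, was at 7119 ± 4307 CPM with Tamoxifen and 3992 ± 1982 CPM with vehicle (SD, n = 4 each), with a log2 fold change of 0.83 (standard error 0.54, adjusted p = 0.556). Cd36, its receptor, had a log2 fold change of 1.08 (standard error 0.44, adjusted p = 0.43). Neither passed the test. The median of the list was 0.44, with quartiles of -0.18 and 1.40, and camera gave it an adjusted p = 0.0179 toward higher levels at the preset correlation and an adjusted p = 0.190 with an estimated correlation. The anti-angiogenic genes set test had an adjusted p = 0.0533 at the preset correlation without the vehicle library oil2653, and a median of 0.28 without Tax2604 and 0.27 without Tax2382. Because the mix of cells in the isolates was not measured, these levels cannot be read as changes per endothelial cell. From the mostly higher genes and its quantitative PCRs, the paper reasons that vascular PPARβ/δ enhances angiogenesis by boosting it rather than by repressing anti-angiogenic molecules.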

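Many genes of angiogenesis and of cell adhesion were higher in the tumor endothelial cells of Tamoxifen-treated mice when adjusted over their lists alone, while as groups the lists did not pass with an estimated correlation between genes. As the share of endothelial cells in the isolates was not measured, these are levels of the isolates and not of each cell. Of 56 angiogenesis genes tested, 27 were higher and none was lower when adjusted over the list alone, and of 77 members of cell adhesion families, 26 were higher and none was lower. No member of either list passed over all genes tested. Both lists were written by hand after Table S1 had been read, and 11 angiogenesis genes and 5 adhesion genes are also pan-endothelial markers. The median log2 fold change was 1.05 for angiogenesis genes and 0.71 for cell adhesion families. Both passed camera at the preset correlation, with adjusted p = 1.04e-17 and adjusted p = 1.82e-14, and with fry (adjusted p = 0.0373 for each), and neither passed camera with an estimated correlation (adjusted p = 0.190 for each). Jag2, a Notch ligand, had a log2 fold change of 1.94 (standard error 0.29), and Dll4, the Notch ligand of tip cells, one of 1.99 (standard error 0.56). F11r, which encodes the junctional adhesion molecule JAM-A, was at 157 ± 44.8 CPM with Tamoxifen and 50.3 ± 11.7 CPM with vehicle (SD, n = 4 each), and the protocadherin Pcdh17 had a log2 fold change of 3.15 (standard error 0.58). Pcdhb14, another protocadherin, had one of 2.40, at 4.13 CPM with Tamoxifen, and belongs to a cluster of similar genes that may share reads. Of 17 basement membrane genes, 10 were higher and none was lower when adjusted over the list alone, with a median of 1.39. The laminin gene Lama4 and the nidogen gene Nid2 had log2 fold changes of 2.50 and 2.76. Without the vehicle library oil2453, Jag2, Dll4, F11r, Pcdhb14, Lama4 and Nid2 passed over all genes (adjusted p from 0.0382 for Jag2 to 0.0442 for Dll4), Dll4 with a log2 fold change of 2.58 in place of its adjusted p = 0.187 with all libraries, and without oil2368 Pcdh17 passed (adjusted p = 0.0255). Leaving out a library other than oil2453 or oil2368 gave no gene that passed. Arterial genes had a median of 1.65, venous genes of 1.58, lymphatic genes of 1.06 and tip cell genes of 0.77. These lists and the basement membrane genes passed camera at the preset correlation, with adjusted p from 4.6e-09 for basement membrane genes to 0.000945 for lymphatic genes, and none of them passed with an estimated correlation (adjusted p from 0.190 to 0.330). Without Tax2604, the medians of the venous genes set test and the lymphatic genes set test were 0.87 and 0.38, and without oil2453 that of the tip cell genes set test was 1.58. Of the 282 higher genes of Table S1, 152 have a Gene Ontology annotation in the deposited table. The term for cell adhesion is annotated to 18 of these and to 332 of the 10649 annotated genes with a p-value of the authors (odds ratio 4.35, Fisher's exact test, p = 1.13e-06). That test treats genes as independent, although genes vary together in these libraries. The term for angiogenesis is annotated to only 4 genes and was not tested. Over the 213 genes with the cell adhesion term that edgeR's filter kept, the median log2 fold change was 0.15, with an unadjusted p = 3.84e-05 from camera at the preset correlation and an unadjusted p = 0.0649 with an estimated one.

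**Figure D2:**
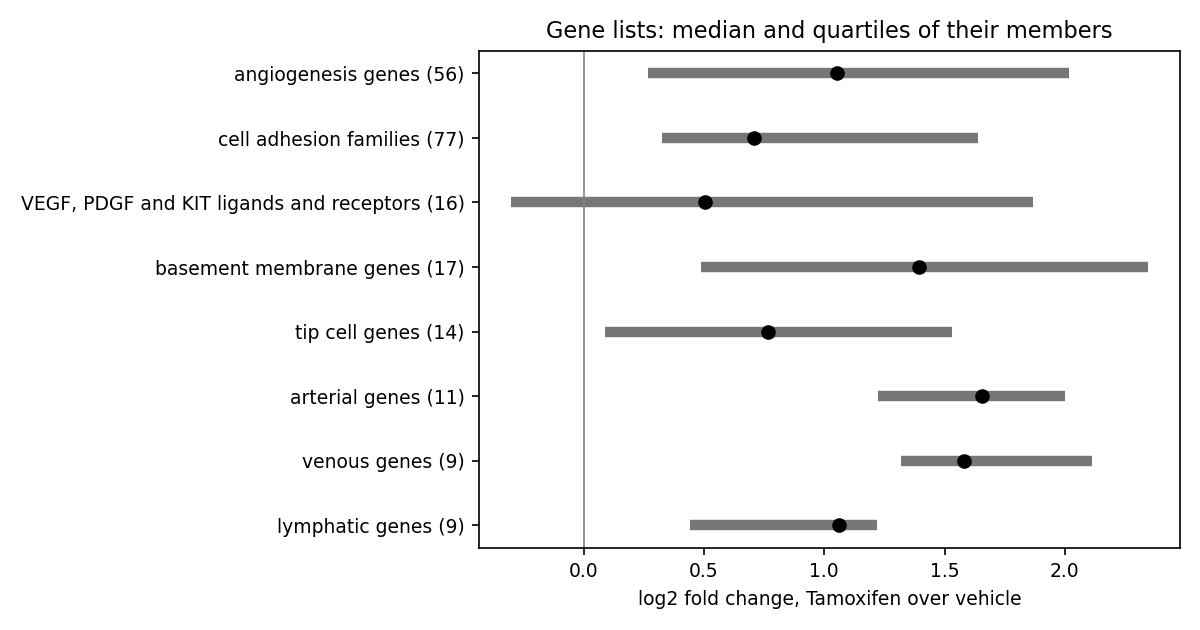
Log2 fold change of Tamoxifen over vehicle for 8 gene lists, with the number of tested members in parentheses. The dot is the median of the members and the bar runs from the lower to the upper quartile. The medians lie between 0.50 and 1.65, and the lower quartile lies below 0 only for the VEGF, PDGF and KIT ligands and receptors.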

Interestingly, gene ontology term analysis identified angiogenesis as the most upregulated biological process upon PPARβ/δ overexpression, followed by cell adhesion (Figure 8c). Top ten network analysis combined with a search for PPAR responsive elements (PPREs) identified in total six genes with potential PPREs: the three Vegf receptors 1 (Flt1), 2 (Kdr), and 3 (Flt4), all of them known to be implicated in the promotion of tumor angiogenesis [58,59], and Pdgfrβ, Pdgfb, and c-kit, which we had already found to be upregulated upon PPARβ/δ overexpression (Figure 7). 

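All 6 genes were higher in every Tamoxifen library than in every vehicle library (exact two-sided permutation test, p = 0.0286 for each, the smallest that 4 against 4 libraries allow), at 3.12 to 6.39 times the vehicle level, without passing edgeR's test over all genes. All 6 are in Table S1, which comes from these same libraries, so their separation is not independent evidence. By quantitative PCR on sorted tumor endothelial cells, the paper also reports Flt1, Kdr, Pdgfb, Pdgfrb and Kit as higher. It further reports reporter and ChIP assays for Pdgfrb, Pdgfb and Kit. Flt1, the VEGF receptor 1, was at 445 ± 120.4 CPM with Tamoxifen and 97.3 ± 67 CPM with vehicle (SD, n = 4 each). Its log2 fold change was 2.19 (standard error 0.54, adjusted p = 0.137 from edgeR). It lies on chromosome 5 from 147561604 to 147726011, in the coordinates of the deposited table (GRCm38). Kdr, the VEGF receptor 2, was at 133 ± 46 CPM with Tamoxifen and 27.5 ± 11.6 CPM with vehicle (SD, n = 4 each), with a log2 fold change of 2.28 (standard error 0.36, adjusted p = 0.0732), and lies on chromosome 5 from 75932827 to 75978458, next to Kit on chromosome 5 from 75574916 to 75656722. Flt4, the VEGF receptor 3 of lymphatic and sprouting endothelium, was at 70.3 ± 30 CPM with Tamoxifen and 11 ± 8.08 CPM with vehicle (SD, n = 4 each), with a log2 fold change of 2.68 (standard error 0.59, adjusted p = 0.11), and lies on chromosome 11 from 49609263 to 49652739. Pdgfrb, the PDGF receptor that marks pericytes, was at 31.6 ± 8.23 CPM with Tamoxifen and 9.41 ± 3.16 CPM with vehicle (SD, n = 4 each), with a log2 fold change of 1.74 (standard error 0.30, adjusted p = 0.0732), on chromosome 18 from 61045150 to 61085061. Pdgfb, the ligand by which endothelial cells recruit pericytes, was at 275 ± 114 CPM with Tamoxifen and 80.5 ± 31.1 CPM with vehicle (SD, n = 4 each), with a log2 fold change of 1.78 (standard error 0.39, adjusted p = 0.11), on chromosome 15 from 79995900 to 80014808. Kit, the stem cell factor receptor, was at 67.2 ± 24.6 CPM with Tamoxifen and 21.5 ± 13.8 CPM with vehicle (SD, n = 4 each), with a log2 fold change of 1.64 (standard error 0.47, adjusted p = 0.193). Of the other genes in the network of Figure 8d, the endothelial receptors Tie1 and Ephb4 had log2 fold changes of 2.24 and 1.69 (adjusted p = 0.141 and 0.172). Aurkb, a mitotic kinase, and Src had -0.27 and -0.55 (adjusted p = 0.77 and 0.513), and neither is in Table S1. Of all 16 VEGF, PDGF and KIT ligands and receptors, 7 were higher and none was lower when adjusted over the list alone. Table S1, which had been read before the list was written, also holds 7 of the list as higher. Vegfa, the main ligand of Flt1 and Kdr, had a log2 fold change of 0.27 (standard error 0.35, adjusted p = 0.782), and Pdgfra one of -0.45 (adjusted p = 0.791). Without the vehicle library oil2453, the log2 fold changes of Aurkb, Src, Vegfa and Pdgfra were -0.04, -0.24, 0.10 and -0.14. All 6 genes passed without the vehicle library oil2453, with adjusted p from 0.0412 for Kdr to 0.0474 for Flt1, as did Tie1 and Ephb4 (adjusted p = 0.0431 and 0.0382), and all 6 passed with DESeq2. Apart from oil2453 and oil2368, no library gave a gene that passed edgeR's test when it was left out. Scaled to the pan-endothelial markers, which include Flt1 and Kdr, the other 4 genes Flt4, Pdgfrb, Pdgfb and Kit had log2 fold changes of 0.66, -0.65, -0.82 and -0.50, against a median of -2.64 over all genes. A change per cell cannot be told apart from a change in the mix of cells in the isolates.

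**Figure D3:**
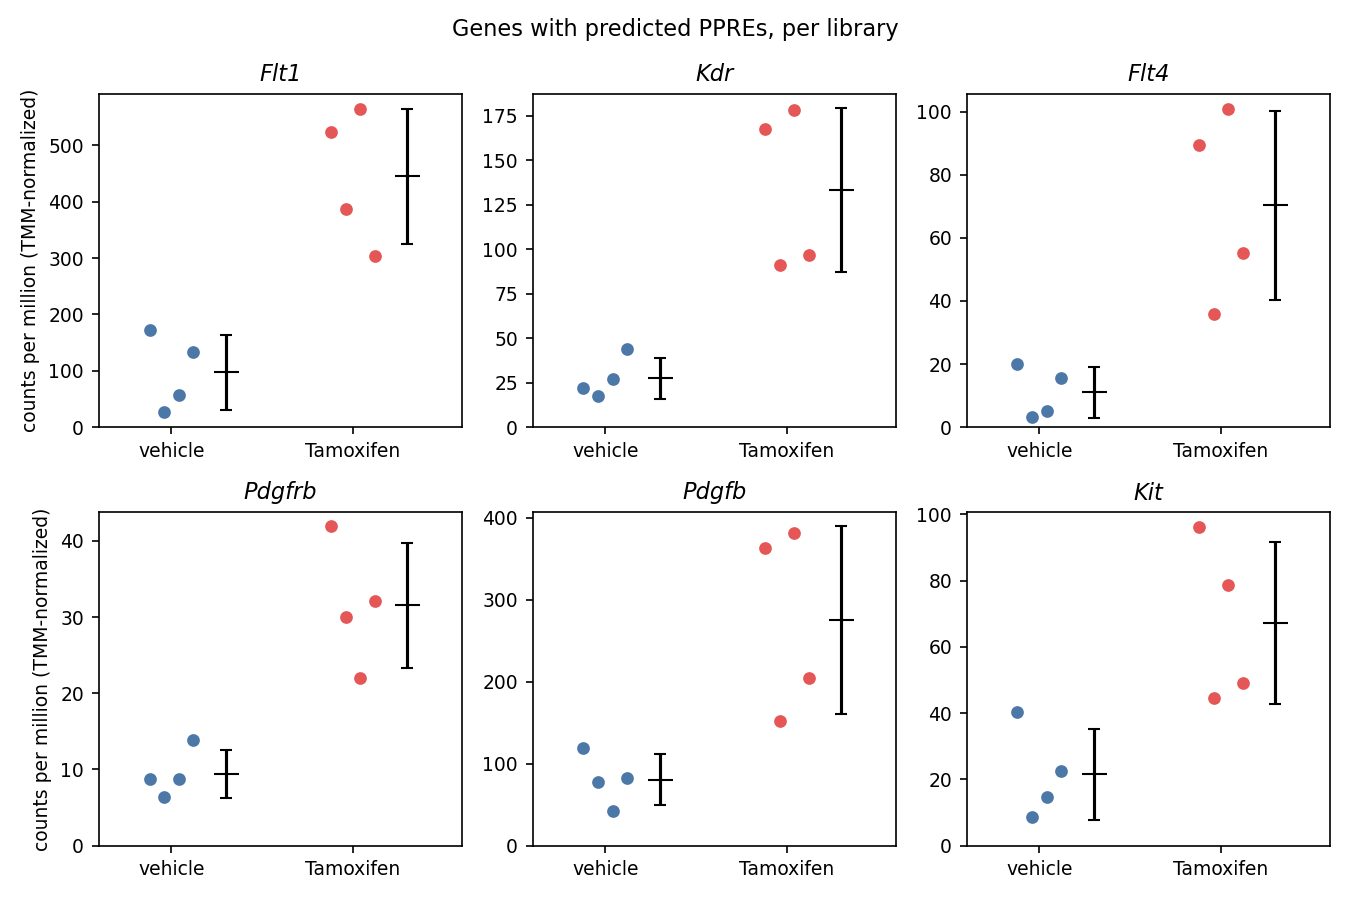
Level in CPM, normalized by TMM, of the 6 genes with predicted PPREs in each library. Each dot is 1 library, the black lines give the group mean and SD (n = 4), and every axis starts at 0. For Kdr the Tamoxifen libraries lie between 91.1 and 178 CPM and the vehicle libraries between 17.3 and 44.0 CPM.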

Initial clinical efforts to inhibit tumor angiogenesis mainly focused on inhibition of the VEGF/VEGFR signaling, but often further disease progression could be observed. Angiogenesis involves multiple pathways, and it became clear that inhibition of only one pathway could be compensated by the others resulting in tumor progression. One of these compensatory pathways is platelet-derived growth factor PDGF and PDGFR signaling which led to the development of new anti-angiogenic therapies in the treatment of cancer [60]. Additionally, c-Kit belongs to the group of tumor angiogenesis-promoting molecules and new tyrosine kinase receptor inhibitors have been developed which target also c-Kit [61].

### 3.7. PPARβ/δ Directly Activates PDGFRβ, PDGFB, and c-Kit

As a prerequisite for transcriptional regulation, we first demonstrated co-localization of PPARβ/δ and PDGFRβ (Figure 9a), PDGFB (Figure 9d), and c-Kit (Figure 9g) in endothelial cells. Transient co-transfection with a PPARβ/δ expression construct increased the activities of PDGFRβ (Figure 9b), PDGFB (Figure 9e), and c-Kit (Figure 9h) promoter reporter constructs. Using in silico analysis, PPAR responsive elements (PPREs) were identified in the respective promoter sequences (Figure 10a, Figure 11a, Figure 12a). Deletion of each of the three identified PPREs in the PDGFRβ promoter was sufficient to abolish transactivation by PPARβ/δ (Figure 9c). Regarding the PDGFB promoter, only the combined deletion of the three identified PPREs abrogated activation upon co-transfection of the PPARβ/δ construct, indicating a collaborative interaction between these PPREs (Figure 9f). Finally, in the c-Kit promoter, each deletion for the two identified binding regions was sufficient to cancel activation by PPARβ/δ (Figure 9i).

Binding of PPARβ/δ to the predicted PPREs was confirmed by chromatin immunoprecipitation (ChIP) assays. An antibody against acetylated histone H3 was used to check for nucleosome integrity. Specificity of the interaction of PPARβ/δ with the PPAR responsive elements in the PDGFRβ promoter is indicated by the lack of a PCR product when the same samples were amplified with primers specific for the 3′ UTR. We confirmed binding to the identified PPREs in the PDGFRβ (Figure 10b,c), PDGFB (Figure 11b,c), and the c-Kit promoter (Figure 12b,c).

## 4. Conclusions

We show here that pharmacological PPARβ/δ activation increases endothelial cell proliferation in vitro and intensifies tumor angiogenesis in vivo, enhancing tumor progression and metastases formation. Conditional vascular specific overexpression of PPARβ/δ also resulted in enhanced tumor angiogenesis, growth, and metastases formation, suggesting an endothelial cell- specific mechanism for PPARβ/δ function in tumor progression, independent from its contrasting effects on specific tumor cell types.

Tumor-angiogenesis promoting effects of PPARβ/δ are mediated via activation of the PDGF/PDGFR pathway, c-Kit, and probably the VEGF/VEGFR pathway. The pharmacological use of PPARβ/δ agonists should be considered as dangerous regarding its consistent consequences on tumor angiogenesis. Consideration of PPARβ/δ antagonists for inhibition of tumor angiogenesis and cancer growth is unlikely to represent a novel direction due to their controversial effects on the proliferation of different tumor cell types.

## Figures and Tables

**Figure 1:**
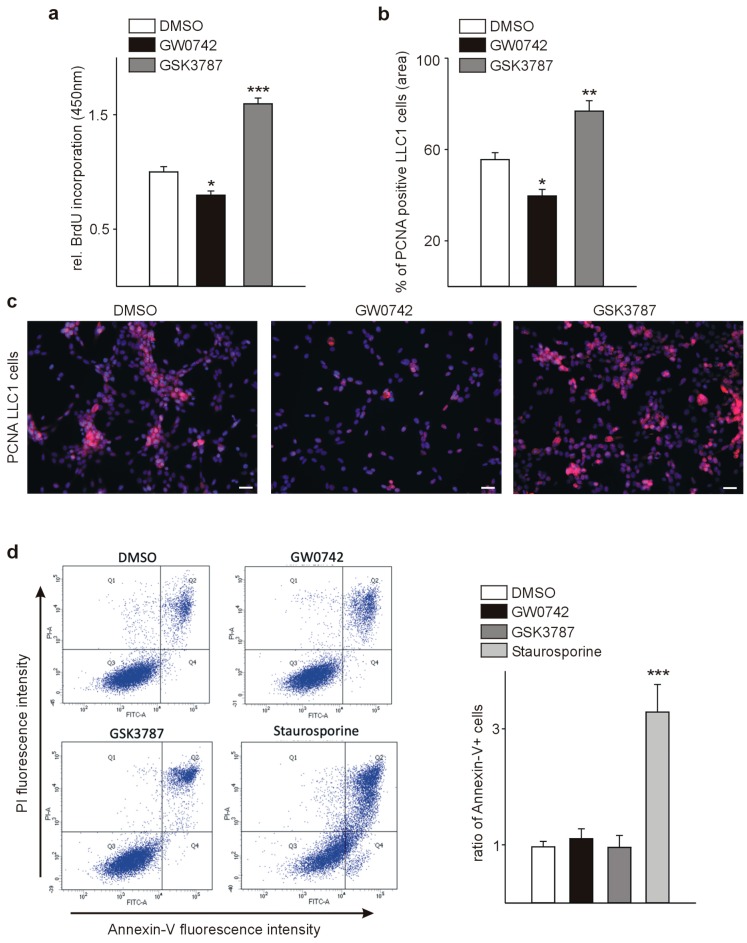
The PPARβ/δ agonist GW0742 decreases and the PPARβ/δ antagonist GSK3787 increases LLC1 proliferation. (**a**) Quantification of bromodeoxyuridine (BrdU) incorporation assays (*n* = 8) (**b**) and the proportion of proliferating cell nuclear antigen (PCNA)-positive cells (**c**) as measures of proliferation (*n* = 4). (**d**) fluorescence-activated cell sorting (FACS) analysis of Annexin V/propidiumiodide labeled LLC1 cells after modulation of PPARβ/δ to measure apoptosis. Staurosporin-treated cells were used as positive control (*n* = 4). Scale bars indicate 50µm (c). Data are mean ± SEM. ^∗^ *p* < 0.05, ^∗∗^ *p* < 0.01, ^∗∗∗^ *p* < 0.001.

**Figure 2:**
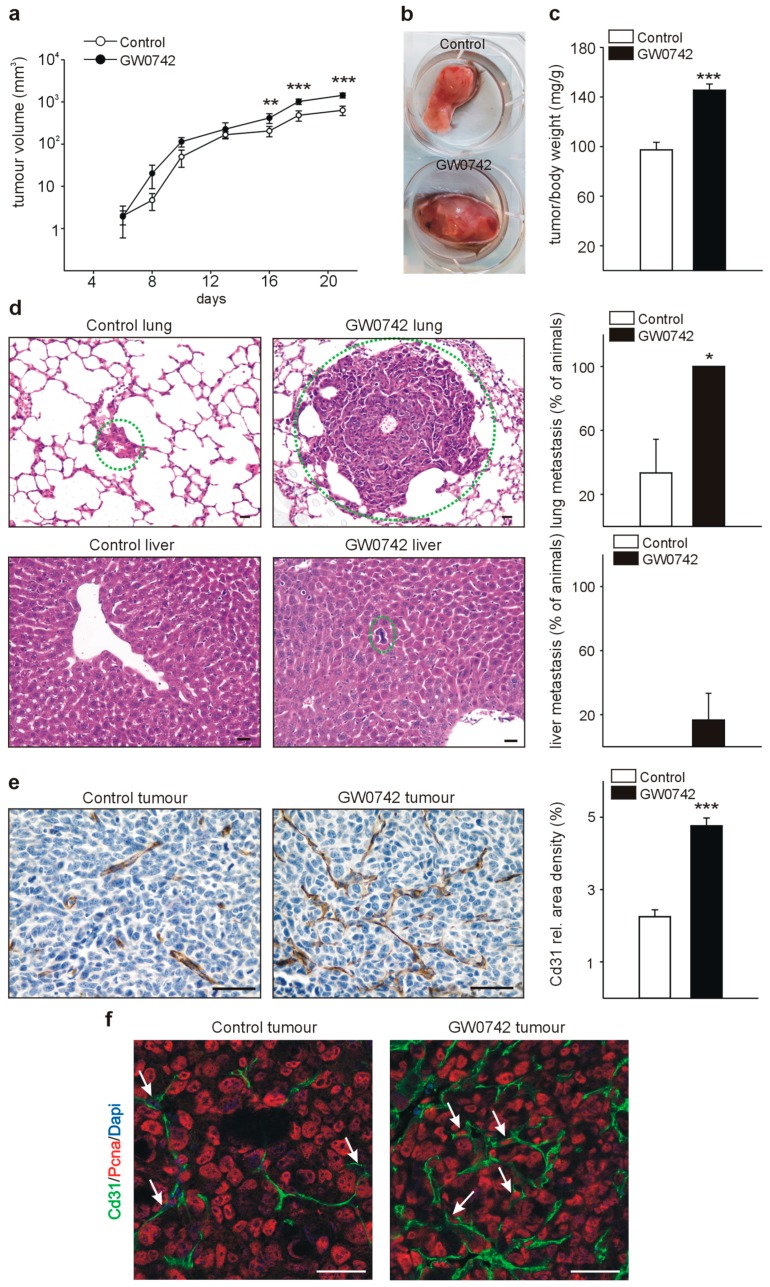
Treatment with the PPARβ/δ agonist GW0742 increases LLC1 growth, angiogenesis, and metastases formation in vivo. (**a**) LLC1 tumor growth curves in animals treated with GW0742 and respective controls (DMSO) (*n* = 6). Tumor volume data were calculated from Caliper measurements as described [15]. (**b**) LLC1 tumor in mice treated with GW0742 and respective control (DMSO). (**c**) Quantification of tumor/body weights in GW0742 and DMSO treated mice. (**d**) Representative photomicrographs of lung (upper panel) and liver (lower panel) metastases in the two groups of mice. Metastases are indicated with a dotted green circle. Note that in the animals with vehicle (DMSO), no liver metastasis was detectable. Graphs on the right show quantification of the percentage of animals with lung (upper graph) or liver (lower graph) metastasis from LLC1 tumors. (**e**) Cd31 immunostaining in LLC1 tumors and quantification of Cd31 signal area densities. (**f**) PCNA/Cd31 double-labeling of LLC1 tumors. Scale bars indicate 50 µm. Data are mean ± SEM. ^∗^ *p* < 0.05, ^∗∗^ *p* < 0.01, ^∗∗∗^ *p* < 0.001.

**Figure 3:**
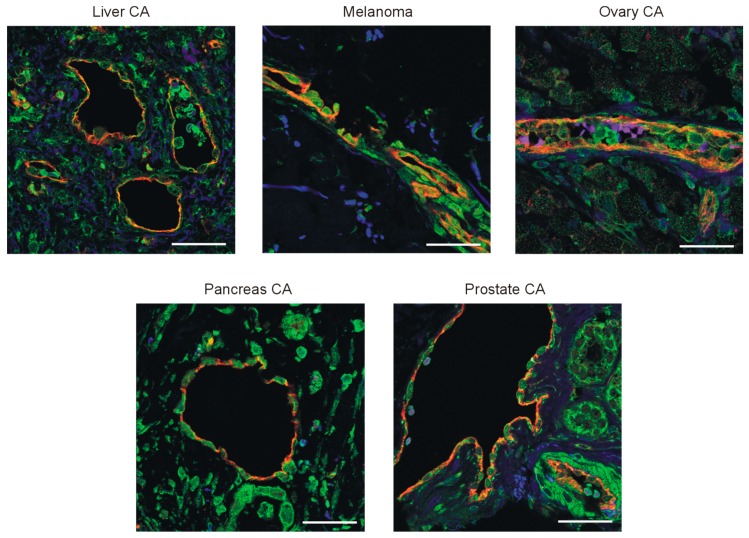
PPARβ/δ is expressed in human tumor vessels. Double labeling of PPARβ/δ (green) and cell adhesion molecule-1 (CD31) (red) in human tumor samples. Nuclei were counterstained with DAPI. Scale bars indicate 50 µm.

**Figure 4:**
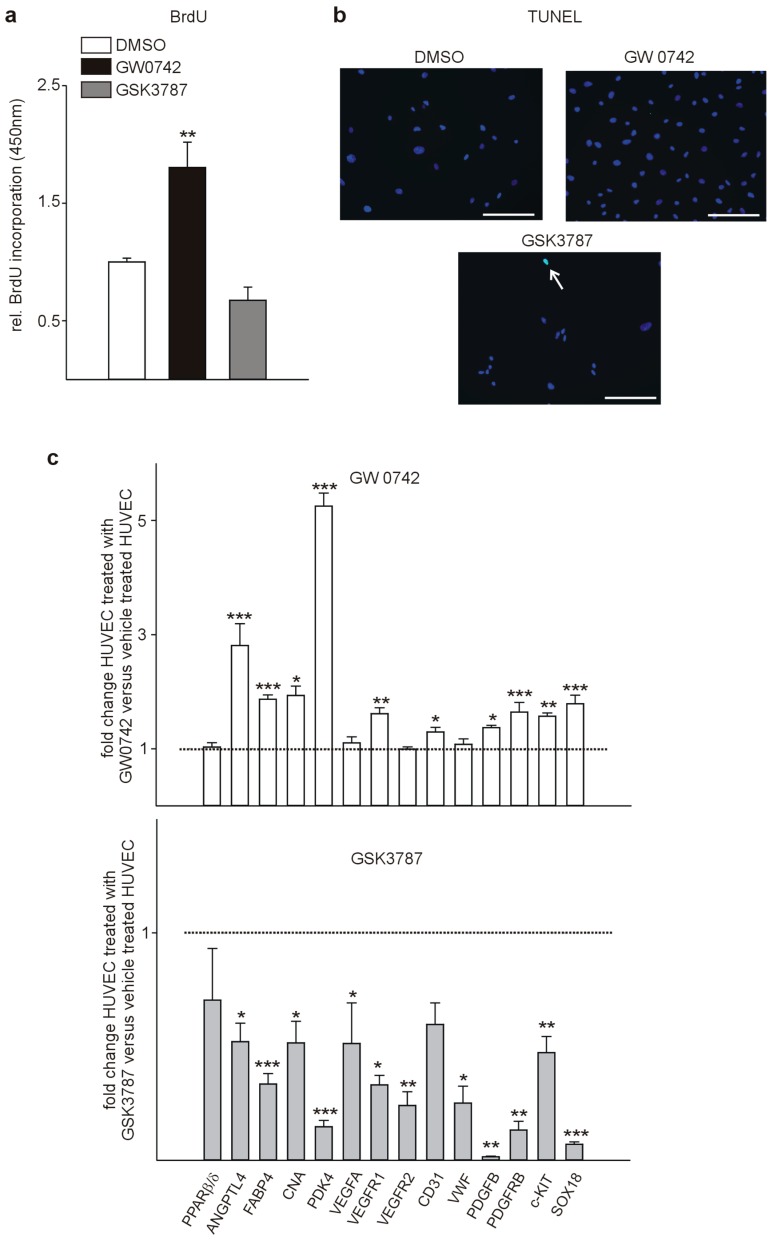
PPARβ/δ agonist GW0742 increases human umbilical vein endothelial cells (HUVEC) proliferation and upregulates expression of angiogenic genes. (**a**) Quantification of BrdU incorporation assays (*n* = 7). (**b**) TUNEL-labeling as a marker for apoptosis (*n* = 3). Note that nearly no TUNEL labeling could be observed independent of the condition. The white arrow points to one of the rare TUNEL positive cells. (**c**) Quantitative RT-PCRs of HUVECs treated with the PPARβ/δ agonist GW0742 and the antagonist GSK3787 (*n* = 6). Scale bars indicate 50 µm. Data are mean ± SEM. ^∗^ *p* < 0.05, ^∗∗^ *p* < 0.01, ^***^ *p* < 0.001.

**Figure 5:**
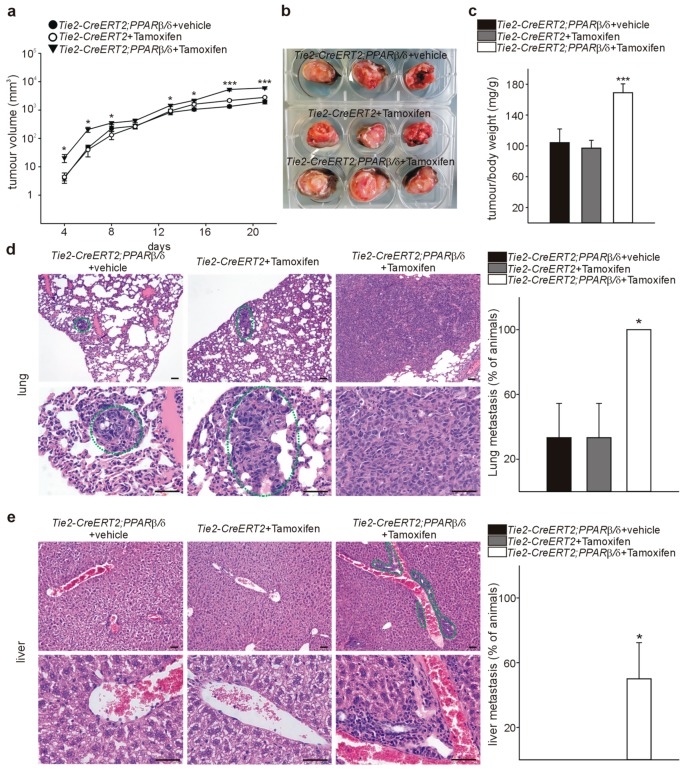
Vascular- specific PPARβ/δ overexpression increases LLC1 tumor growth and spontaneous metastases formation in vivo. (**a**) LLC1 tumor growth curves in Tie2-CreERT2;PPARβ/δ + Tamoxifen animals (*n* = 6) and respective controls (Tie2-CreERT2;PPARβ/δ + vehicle (*n* = 6) and Tie2-CreERT2 + Tamoxifen (*n* = 6). (**b**) LLC1 tumors in Tie2-CreERT2;PPARβ/δ + Tamoxifen mice and control groups. (**c**) Quantification of tumor/body weights. (**d**) Representative photomicrographs of lung metastases in the three groups of mice. Metastases are indicated with a dotted green circle. Note that in Tie2-CreERT2;PPARβ/δ + Tamoxifen animals, metastases were so considerable in size that the whole photomicrograph shows a metastasis only. The plot on the right shows quantification of the percentage of animals with lung metastases. (**e**) Representative photomicrographs of liver sections from the three groups of animals. Metastases are indicated with a dotted green circle. In the two control groups, no liver metastases were detectable. Quantification of the percentage of animals with liver metastases is shown on the right. Scale bars indicate 50 µm. Data are mean ± SEM. ^∗^ *p* < 0.05, ^∗∗∗^*p* < 0.001.

**Figure 6:**
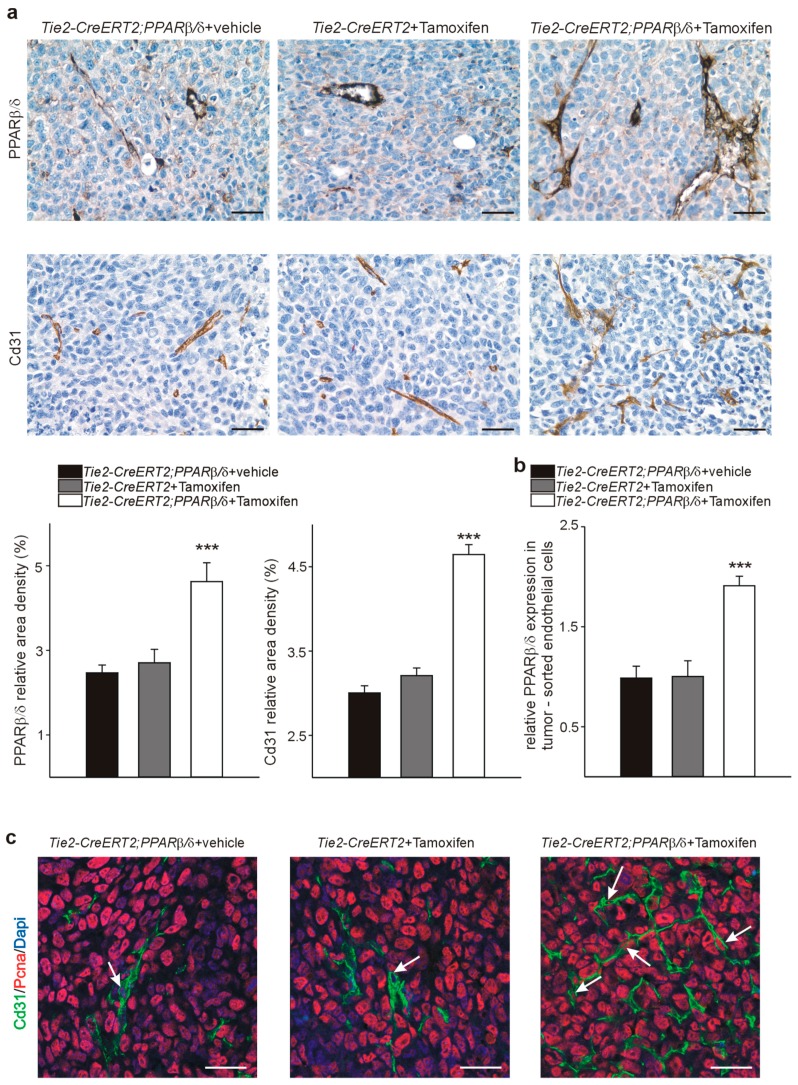
PPARβ/δ and Cd31 are increased in LLC1 tumors from mice with vascular PPARβ/δ overexpression. (**a**) PPARβ/δ (upper panel) and Cd31 (lower panel) immunostainings in LLC1 tumors and quantification of PPARβ/δ and Cd31 signal area densities. (**b**) Quantitative RT-PCRs for PPARβ/δ from tumor sorted endothelial cells of Tie2-CreERT2;PPARβ/δ + Tamoxifen animals and respective controls (*n* = 6 each). (**c**) PCNA/Cd31 double-labeling of LLC1 tumors from Tie2-CreERT2;PPARβ/δ + Tamoxifen animals and respective controls. Scale bars indicate 50 µm. Data are mean ± SEM. ^∗∗∗^ *p* < 0.001.

**Figure 7:**
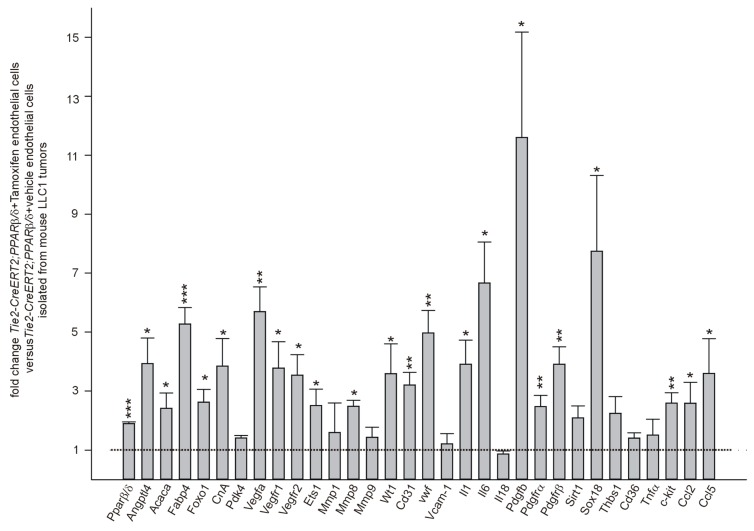
Quantitative RT-PCR corroborates angiogenic functions of PPARβ/δ in endothelial cells. Quantitative RT-PCR of known PPARβ/δ target genes, inflammation, and angiogenesis markers in tumor- sorted endothelial cells from LLC1 bearing Tie2-CreERT2;PPARβ/δ + Tamoxifen animals and Tie2-CreERT2;PPARβ/δ +vehicle mice as controls (*n* = 6 each). Data are mean ± SEM. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001.

**Figure 8:**
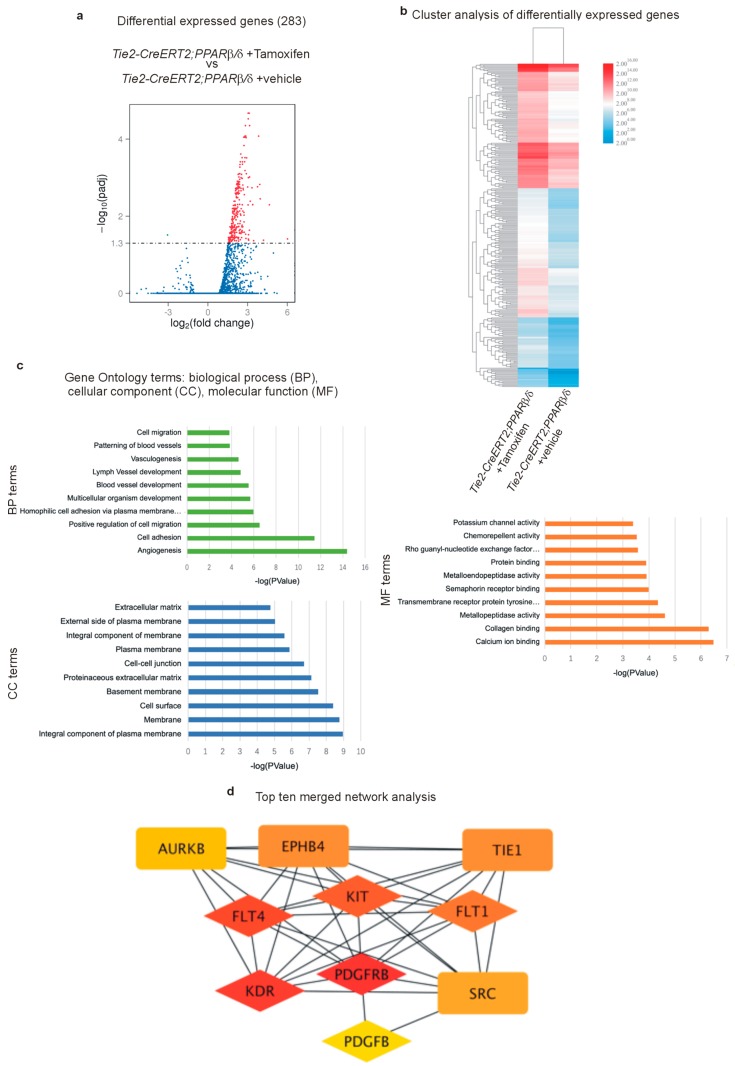
RNA sequencing of tumor- sorted endothelial cells confirms the tumor angiogenesis promoting effect of PPARβ/δ. (**a**) Volcano plot analysis of differentially expressed genes in tumor endothelial cells sorted from LLC1 tumors of Tie2-CreERT2;PPARβ/δ + Tamoxifen animals and Tie2-CreERT2;PPARβ/δ + vehicle mice as controls. (*n* = 5 each). (**b**) Cluster analysis of differentially expressed genes. (**c**) Most significantly changed gene ontology terms (BP: biological process, MF: molecular function, CC: cellular component). (**d**) Top ten network analysis merged with the prediction of PPAR-responsive elements (PPRE): diamonds and rectangles represent the top ten network; but only diamonds exhibited PPRE prediction. As the Vascular endothelial growth factor (VEGF) pathway has been suggested already to be regulated by PPARβ/δ [7,46], we decided to investigate further a potential regulation of Pdgfrβ, Pdgfb, and c-kit.

**Figure 9:**
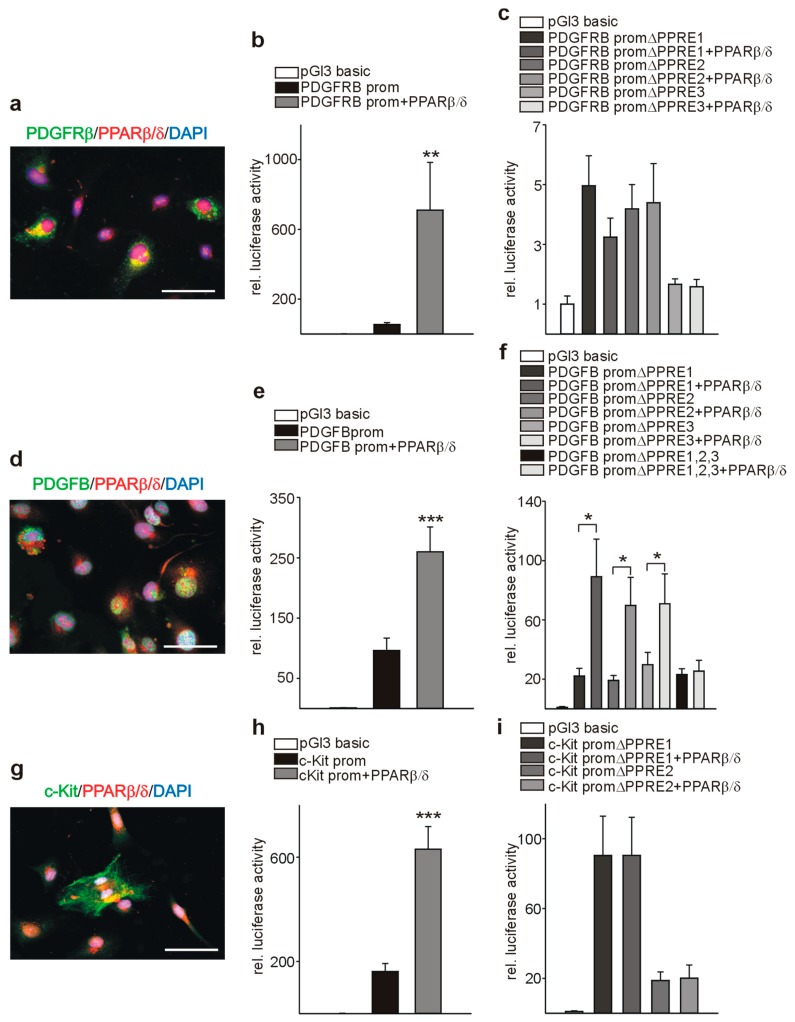
PPARβ/δ transactivates PDGFRb, PDGFB, and c-Kit promoters. (**a**) Co-labeling for PPARβ/δ (red) and PDGFRβ (green) in endothelial cells. (**b**) Luciferase activity of reporter constructs carrying the PDGFRβ promoter in the presence of the PPARβ/δ expression construct (*n* = 12 each). (**c**) Transient transfections of luciferase constructs carrying the PDGFRβ promoter with deletion of the identified PPREs (ΔPPRE) in the presence of the PPARβ/δ expression construct (*n* = 12 each). (**d**) Co-immunostaining for PPARβ/δ (red) and PDGFB (green) in endothelial cells. (**e**) Luciferase activity of reporter constructs carrying the PDGFB promoter in the presence of the PPARβ/δ expression construct (*n* = 12 each). (**f**) Transient transfections of luciferase constructs carrying the PDGFB promoter with deletion of the identified PPREs (ΔPPRE) in the presence of the PPARβ/δ expression construct (*n* =16 each). (**g**) Co-labeling for PPARβ/δ (red) and c-Kit (green) in endothelial cells. (**h**) Transient transfections of luciferase reporter constructs carrying the c-Kit promoter in the presence of the PPARβ/δ expression construct (*n* = 10 each). (**i**) Luciferase activity of constructs carrying the c-Kit promoter with deletion of the identified PPREs (ΔPPRE) in the presence of the PPARβ/δ expression construct (*n* = 6 each). The promoter-less luciferase expression construct (pGl3basic) served as a negative control in all transfection experiments. Luciferase activities were normalized for the activity of co-transfected β-galactosidase. Scale bars indicate 50 µm. Data are mean ± SEM. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001.

**Figure 10:**
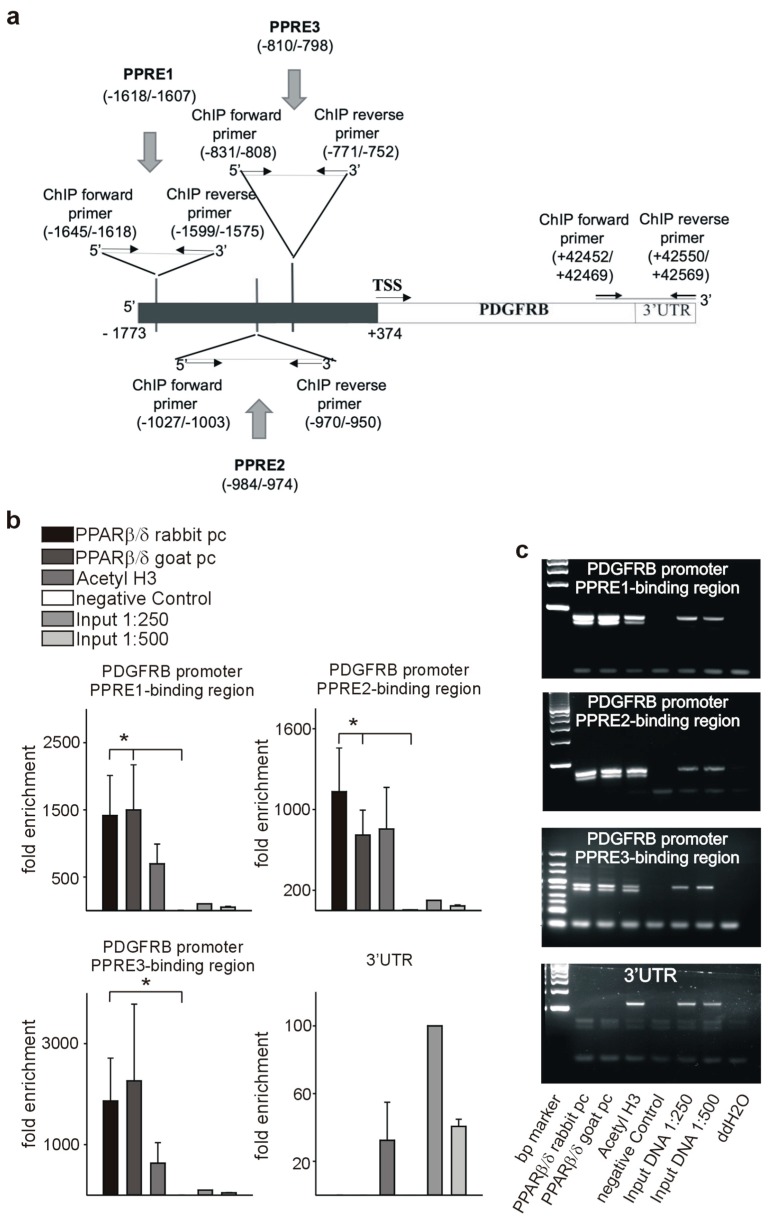
PPARβ/δ binds to the PDGFRβ promoter. (**a**) Schematic representation of the putative PPREs in the PDGFRβ promoter. Positions of the cloned promoters relative to the transcription start site, positions and sequences of the putative PPREs, and positions of the oligonucleotides used for CHIP analyses are indicated. For promoter-deletion constructs, the indicated PPREs were removed from the promoter reporter constructs. Chromatin immunoprecipitation (ChIP, *n* = 4) was performed using polyclonal antibodies against PPARβ/δ or anti-acetyl-histone H3 antibody. Input DNA was used as a positive control for quantitative PCRs (**b**) or semiquantitative PCRs ((**c**), representative agarose gels) for the PDGFRβ promoter and respective 3′UTR sequences. Data are mean ± SEM. ∗*p* < 0.05.

**Figure 11:**
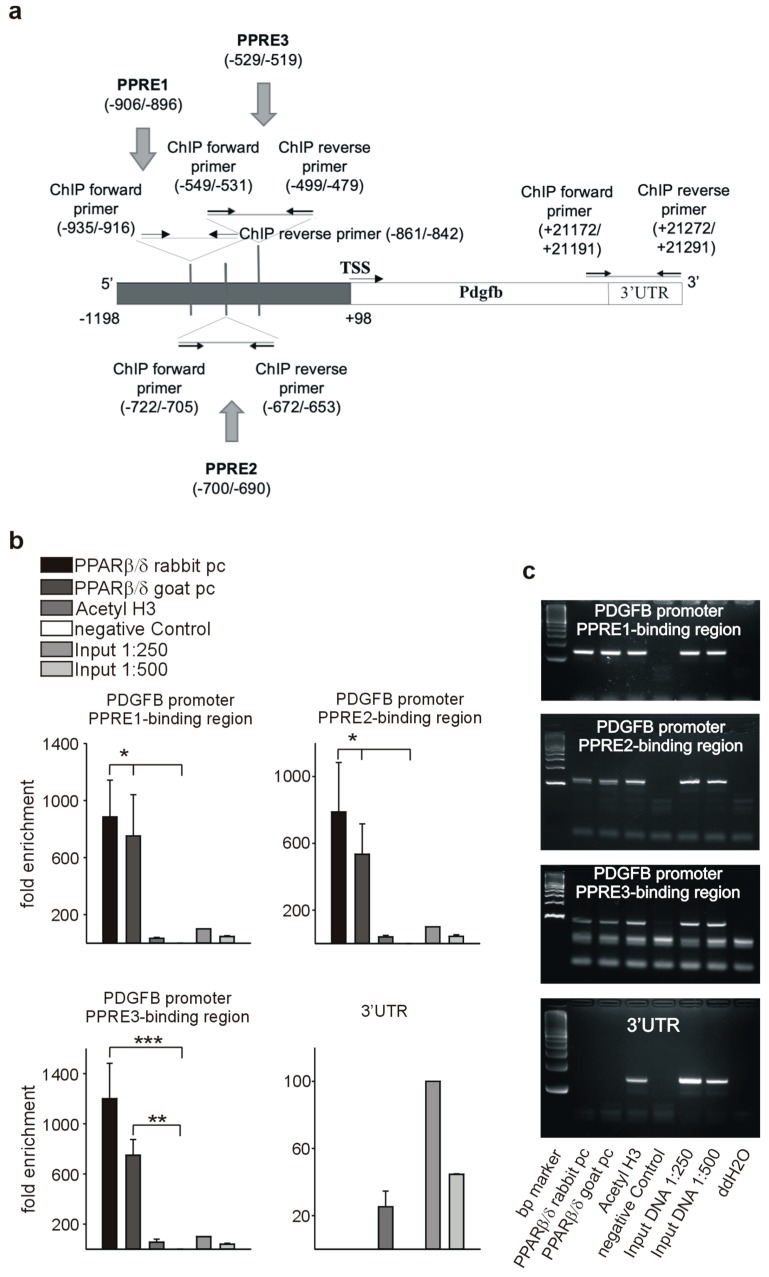
PPARβ/δ binds to the PDGFB promoter. (**a**) Schematic representation of the putative PPREs in the PDGFB promoter. Positions of the cloned promoters relative to the transcription start site, positions and sequences of the putative PPREs, and positions of the oligonucleotides used for CHIP analyses are indicated. For promoter-deletion constructs, the indicated PPREs were removed from the promoter reporter constructs. Chromatin immunoprecipitation (ChIP, *n* = 3) was performed using polyclonal antibodies against PPARβ/δ or anti-acetyl-histone H3 antibody. Input DNA was used as a positive control for quantitative PCRs (**b**) or semiquantitative PCRs ((**c**), representative agarose gels) for the PDGFRβ promoter and respective 3′UTR sequences. Data are mean ± SEM. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

**Figure 12:**
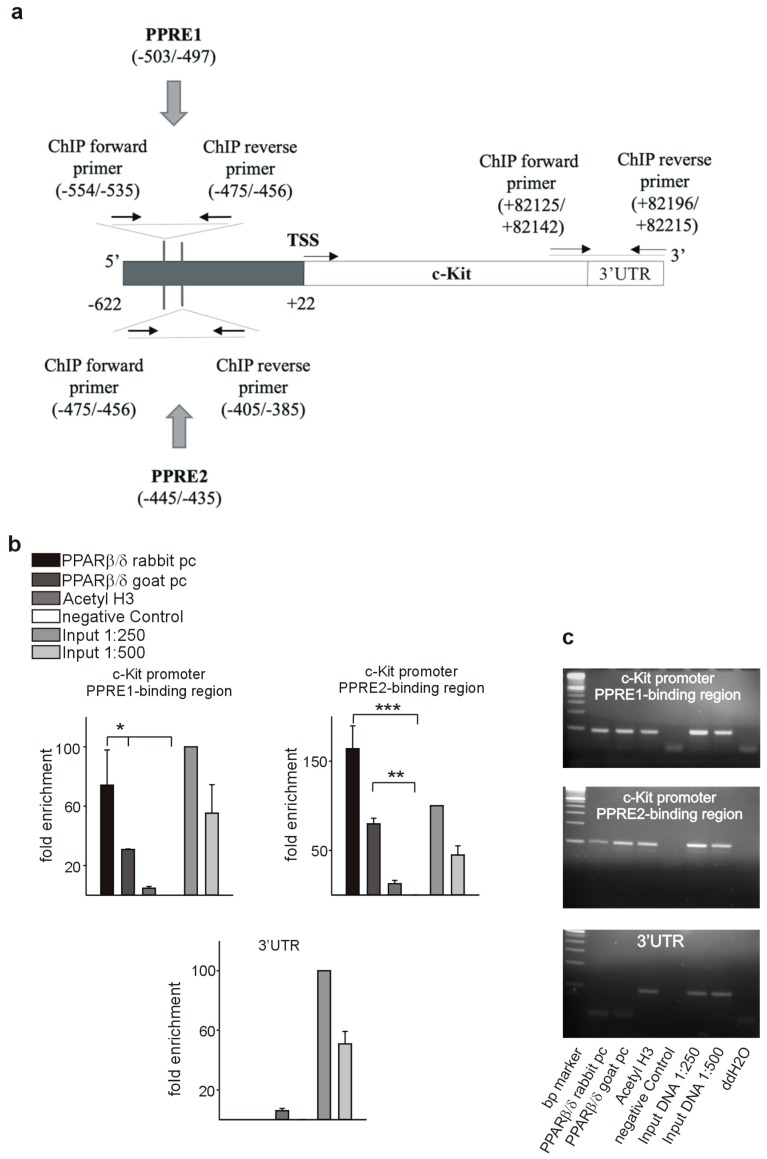
PPARβ/δ binds to the c-Kit promoter. (**a**) Schematic representation of the putative PPREs in the c-Kit promoter. Positions of the cloned promoters relative to the transcription start site, positions and sequences of the putative PPREs, and positions of the oligonucleotides used for CHIP analyses are indicated. For promoter-deletion constructs, the indicated PPREs were excluded from the promoter reporter constructs. Chromatin immunoprecipitation (ChIP, *n* = 3) was performed using polyclonal antibodies against PPARβ/δ or anti-acetyl-histone H3 antibody. Input DNA was used as a positive control for quantitative PCRs (**b**) or semiquantitative PCRs ((**c**), representative agarose gels) for the PDGFRβ promoter and respective 3′UTR sequences. Data are mean ± SEM. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

**Table 1:** Primer sequences for mouse genes.

Name	Accession Number	Primer Sequences	Amplicon Size (bp) ^1^
PPARβ/δ	NM_011145.3	F: ATGGGGGACCAGAACACAC R: GGAGGAATTCTGGGAGAGGT	62
Angptl4	NM_020581.2	F: CACCCACTTACACAGGCCG R: GAAGTCCACAGAGCCGTTCA	178
Acaca	NM_133360.2	F: GCCTTTCACATGAGATCCAGC R: CTGCAATACCATTGTTGGCGA	175
Fabp4	NM_024406.3	F: TGAAATCACCGCAGACGACA R: ACACATTCCACCACCAGCTT	141
Foxo1	NM_019739.3	F: CAAGGCCATCGAGAGCTCAG R: AATTGAATTCTTCCAGCCCGCC	130
Cna	NM_008913.5	F: AAAGCGCTACTGTTGAGGCT R: ATTCGGTCTAAGCCCTTGGC	103
Pdk4	NM_013743.2	F: TTCCAGGCCAACCAATCCAC R: TGGCCCTCATGGCATTCTTG	87
Vegf	NM_001025250.3	F: CTCACCAAAGCCAGCACATA R: AATGCTTTCTCCGCTCTGAA	198
Vegfr1	NM_010228.4	F: TACCTCACCGTGCAAGGAAC R: AAGGAGCCAAAAGAGGGTCG	93
Vegfr2	NM_010612.3	F: AGTGGTACTGGCAGCTAGAAG R: ACAAGCATACGGGCTTGTTT	65
Ets1	NM_011808.3	F: CTGACCTCAACAAGGACAAGC R: AGAAACTGCCACAGCTGGAT	88
Mmp1	NM_008607.2	F: GGCCAGAACTTCCCAACCAT R: AGCCCAGAATTTTCTCCCTCT	89
Mmp8	NM_008611.4	F: CCTGCAGGACTCCTTCTTCCT R: CCTCATAGGGTGCGTGCAA	156
Mmp9	NM_013599.4	F: CCATGCACTGGGCTTAGATCA R: GGCCTTGGGTCAGGCTTAGA	147
Wt1	NM_144783.2	F: CCAGCTCAGTGAAATGGACA R: CTGTACTGGGCACCACAGAG	97
Cd31	NM_008816.3	F: CGGTGTTCAGCGAGATCC R: CGACAGGATGGAAATCACAA	71
Vwf	NM_011708.4	F: TGTGACACATGTGAGGAGCC R: CTTTGCTGGCACACTTTCCC	127
Vcam1	NM_011693.3	F: TATGTCAACGTTGCCCCCAA R: CAGGACTGCCCTCCTCTAGT	73
Il-1	NM_008361.4	F: GCCACCTTTTGACAGTGATGAG R: AGCTTCTCCACAGCCACAAT	186
Il-6	NM_031168.2	F: CACTTCACAAGTCGGAGGCT R: TGCCATTGCACAACTCTTTTCT	86
Il-18	NM_008360.2	F: CAAAGTGCCAGTGAACCCCA R: TTCACAGAGAGGGTCACAGC	89
Pdgfb	NM_011057.4	F: GGAGTCGGCATGAATCGCT R: GCCCCATCTTCATCTACGGA	182
Pdgfra	NM_001083316.2	F: ATGAGAGTGAGATCGAAGGCA R: CGGCAAGGTATGATGGCAGAG	130
Pdgfrb	NM_001146268.1	F: CCAGCACCTTTGTTCTGACCT R: TGCCGTCCTGATTCATGGC	99
Sirt1	NM_019812.3	F: GCCGCGGATAGGTCCATA R: AACAATCTGCCACAGCGTCA	136
Sox18	NM_009236.2	F: ACTGGCGCAACAAAATCC R: CTTCTCCGCCGTGTTCAG	88
Thbs1	NM_011580.4	F: CCTGCCAGGGAAGCAACAA R: ACAGTCTATGTAGAGTTGAGCCC	115
Cd36	NM_001159555.1	F: GTGTGGAGCAACTGGTGGAT R: ACGTGGCCCGGTTCTAATTC	147
Tnfα	NM_013693.3	F: GTAGCCCACGTCGTAGCAAA R: ACAAGGTACAACCCATCGGC	137
c-kit	NM_001122733.1	F: GCCTGACGTGCATTGATCC R: AGTGGCCTCGGCTTTTTCC	110
Ccl2	NM_011333.3	F: AGCTGTAGTTTTTGTCACCAAGC R: GTGCTGAAGACCTTAGGGCA	155
Ccl5	NM_013653.3	F: TGCAGTCGTGTTTGTCACTC R: AGAGCAAGCAATGACAGGGA	152
Actnb	NM_007393.5	F: CTTCCTCCCTGGAGAAGAGC R: ATGCCACAGGATTCCATACC	124
Gapdh	NM_001289726.1	F: AGGTCGGTGTGAACGGATTTG R: TGTAGACCATGTAGTTGAGGTCA	123
Rplp0	NM_007475.5	F: CACTGGTCTAGGACCCGAGAAG R: GGTGCCTCTGGAGATTTTCG	73

**^1^** bp: base pairs; F: forward primer sequence; R: reverse primer sequence.

**Table 2:** Primer sequences for human genes.

Name	Accession Number	Primer Sequences	Amplicon Size (bp) ^1^
PPARβ/δ	NM_006238.5	F: TCAGAAGAAGAACCGCAACAAGTG R: CCTGCCACCAGCTTCCTCTT	126
ANGPTL4	NM_001039667.3	F: ATCCAGCAACTCTTCCACAAGGT R: TTGAAGTCCACTGAGCCATCGT	254
FABP4	NM_001442.3	F: AAGTCAAGAGCACCATAACCTTAGATG R: TGACGCATTCCACCACCAGTT	120
CNA	NM_000944.5	F: AAAGCGCTACTGTTGAGGCT R: ATTCGGTCTAAGCCCTTGGC	103
PDK4	NM_002612.4	F: CCACATTGGAAGCATTGATCCTAACT R: TCACAGAGCATCCTTGAACACTCA	81
VEGFA	NM_001025366.3	F: GAGGAGTCCAACATCACCATGC R: CTTGCAACGCGAGTCTGTGTT	351
VEGFR1	NM_002019.4	F: GCCCGGGATATTTATAAGAAC R: CCATCCATTTTAGGGGAAGTC	70
VEGFR2	NM_002253.3	F: CAGAGTGAGGAAGGAGGACGAAGG R: GATGATGACAAGAAGTAGCCAGAAGAACA	181
CD31	NM_000442.5	F: GCCCGAAGGCAGAACTAAC R: AACAGAGCAGAAGGGTCAG	111
VWF	NM_000552.4	F: TGTGACACATGTGAGGAGCC R: CTTTGCTGGCACACTTTCCC	127
PDGFB	NM_002608.4	F: TCCGCTCCTTTGATGATCTCCAA R: GGTCATGTTCAGGTCCAACTCG	83
c-KIT	NM_000222.2	F: GCTCTGCTTCTGTACTGCC R: TAGGCAGAAGTCTTGCCCAC	160
SOX18	NM_018419.3	F: ATGGTGTGGGCAAAGGAC R: GCGTTCAGCTCCTTCCAC	107
ACTNB	NM_001101.5	F: CTCCTTAATGTCACGCACGAT R: CATGTACGTTGCTATCCAGGC	250
GAPDH	NM_002046.7	F: AGCCACATCGCTCAGACAC R: GCCCAATACGACCAAATCC	66
RPLP0	NM_001002.4	F: CAGATTGGCTACCCAACTGTT R: GGCCAGGACTCGTTTGTACC	69

**^1^** bp: base pairs; F: forward primer sequence; R: reverse primer sequence.

## Supplementary Materials

The following is available online at https://www.mdpi.com/2073-4409/8/12/1623/s1, Table S1.

How the deposited data were processed for this re-analysis (not part of the article)

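RNA sequencing of tumor endothelial cells from 4 Tie2-CreERT2;PPARβ/δ + Tamoxifen and 4 Tie2-CreERT2;PPARβ/δ + vehicle mice was analysed from the gene table that the authors deposited for the whole series, which has 35756 rows, 481 of them without a gene symbol. Conditions were taken from the sample labels and the methods. The groups share no replicate numbers. Other experiments of the paper (quantitative PCRs, immunostaining, reporter assays and ChIP) were not analysed here.

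The authors removed reads with adapters, reads with poly-N and low quality reads, and counted the remaining reads per gene with HTSeq 0.6.1. The submitters' processing notes also name TopHat2 2.0.12, Bowtie2 2.2.3 and the genome build mm8. The deposited counts are whole numbers, 1 column per library, and no further column of per-sample values was found. The deposited FPKM values were made by the authors from the same libraries. They were a median of 1.23 times the count per kilobase of the listed length and per 1e+06 counted reads, and 40.9% of the nonzero values equal that quotient within 1%, so the length or total that the authors used is not fully given by the table. The p-values and adjusted p-values in the deposited table are the authors', from DESeq 1.18.0 with Benjamini-Hochberg adjustment. The group means of normalized counts in the same table (a signal scaled by the authors' size factors) were used to give the authors' log2 fold changes. The column of log2 fold changes that the table holds has infinite values and was not used. Gene positions were compared with GENCODE M21 (GRCm38), whose positions 99.9% of the 34490 shared gene identifiers overlap and whose bounds 72.3% have exactly.

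From the counts, R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 was used. The main fit was edgeR's quasi-likelihood test on TMM-normalized counts of the 14539 genes that its filter for a minimum count of 10 keeps, with Tamoxifen against vehicle as the only term and Benjamini-Hochberg adjustment over all genes tested, called at an adjusted p under 0.05. Gene lists, 34 in number and 32 with enough tested members, were written before the counts were examined but after the paper's Table S1 had been read. Each was tested with limma's camera on voom values at the preset correlation of 0.01, with an estimated correlation and with fry, and adjusted over the lists. The text names Ppard, every gene that the paper names in its results on tumor endothelial cells, the 10 called genes with the largest rise and the 10 with the largest fall (none, as no gene was called) and up to 4 members of each list with the smallest p. Single values of 4 against 4 libraries were compared by exact two-sided permutation over all 70 assignments, whose smallest p is 0.0286. Values are given as mean ± SD over the libraries of a group.

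The alternatives were size factors by the median of ratios, library size alone, scaling to the pan-endothelial markers, DESeq2, limma-voom, the paper's DESeq rule rebuilt from its description, no low-count filter, a filter for 10 counts in each of the 8 libraries, leaving out each library in turn, protein-coding genes only, counts thinned to the smallest library total of 19730726, and limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) of genes above an FPKM of 1 in at least 4 libraries. Further alternatives were added after the data had been seen: Y-linked reads or the mean level of the pan-endothelial markers as a covariate, a robust dispersion, the authors' p-values adjusted over the genes kept by the filter, DESeq2 without the vehicle library oil2453, and the Gene Ontology annotation of cell adhesion in the deposited table. The rebuilt DESeq rule gave p-values with a Pearson's r of 0.986 with the authors' on the log10 scale, across 23453 genes.

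The fits were tested on simulated counts drawn from the means, dispersions and sizes of the real libraries, with 100 genes changed 2-fold and 100 changed 4-fold. Of the 4-fold changes, edgeR recovered 44, DESeq2 80, limma-voom 45 and the rebuilt DESeq rule 61, with 2, 51, 2 and 17 false calls, and of the 2-fold changes they recovered 2, 16, 2 and 1. Of 200 random lists, 5 were under a camera p of 0.05. The simulated genes were drawn independently of each other, so this says nothing about lists whose members vary together. In the real libraries the estimated correlation was 0.28 for angiogenesis genes and 0.81 for pan-endothelial markers. The common dispersion of the real libraries was 0.195, a biological coefficient of variation of 0.441, at 19730726 to 24884372 counts per library.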

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

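The tests of the endothelial share, of the mural cell markers, of the vehicle library oil2453 and of the Y-linked reads were chosen after the results had been seen, and the thinning test was restated then, whereas the left-out libraries and the other splits of the libraries had been set before.

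Pan-endothelial markers (median log2 fold change 2.14) and mural cell markers (1.89) lay, by the mean of each list, higher in every Tamoxifen library than in every vehicle library. A single library is argued against, as the endothelial median was at least 1.77 with any 1 library left out. It was 2.13 after thinning to the smallest total, but fold changes are already scaled to library size, so thinning decides little. Of 35 splits of the libraries only the real one, 1 of 35, gave a median of that size, with 1.68 as the highest of the others. This does not exclude chance, as 1 of 35 is the smallest share possible (exact permutation test, adjusted p = 0.0943 over the lists). The split was also favored beforehand, as 20 of the 29 markers are in Table S1, read before the list was written. A higher share of endothelial RNA alone is argued against for the mural cell markers, which it would dilute and which had a median of 1.89. Of the 16 listed mural cell markers, 9 are in Table S1, read before the list was written. All 15 tested were above 0, the lowest at 0.68. For the endothelial genes, a larger share of endothelial cells in the isolates and a higher expression per cell cannot be told apart, because the share obtained with CD31 beads was not measured. The 5 lists that would be diluted do not decide it, with uneven medians of 0.0396 for macrophages, -0.17 for neutrophils, -0.26 for cell cycle genes, -0.64 for epithelial markers and -1.12 for T and NK cells (T and NK cell markers set test, -0.06 without oil2653). The macrophage level of vehicle rested on oil2453, at -1.395, compared to 0.32 to 0.36 in the other vehicle libraries and a Tamoxifen mean of 0.09. Without libraries of the Tie2-CreERT2 + Tamoxifen controls, Tamoxifen or Cre activity cannot be told apart from the overexpression either. A joint gain of endothelial and mural cells, as from the denser vessels that the paper reports for these tumors (Figure 6a), may also contribute and was not tested.

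The number of called genes depended on the tool, the normalization, the low-count filter and single libraries: edgeR called 0 genes with 1590 under an unadjusted p of 0.05, limma-voom 0, DESeq2 574, and edgeR 177 with library size only and 68 with no low-count filter. The other splits decide nothing about edgeR's count of 0, which all 35 of 35 reach by construction (highest other 0), and chance cannot be excluded for its genes under an unadjusted p of 0.05, as 2 of 35 splits gave as many (highest other 2113), nor for the 18 gene lists that passed camera at the preset correlation, a number that 10 of 35 splits reached (highest other 23). For DESeq2 only the real split, 1 of 35, called as many (highest other 252). This does not exclude chance either, as 1 of 35 is the smallest share possible. DESeq2 also made 51 false calls in the simulated data where edgeR made 2. A candidate explanation for edgeR's count is the vehicle library oil2453, which stands apart: without it 256 genes were called, without oil2368 31 and without any of the other 6 libraries 0. No biological explanation was tested for the place of oil2453.

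The Y-linked gene Ddx3y was at 17.4 CPM in the vehicle library oil2368, a signal that the paper does not report, between 80.1 CPM in oil2315 and 120.0 CPM in the library labelled Tax2689 on one side and at most 0.138 CPM in the other 5 libraries. CPM values of Ddx3y and Xist in this paragraph are scaled to the library total without TMM. Dilution by cells from outside the host without a Y chromosome would lower host genes by about the log2 ratio of Ddx3y, -2.21. The macrophage markers of oil2368 differed from those of oil2315 by -0.0345, which argues against it. The pan-endothelial markers differed by 2.03, which decides little, as oil2315 had the lowest level of all libraries (-2.65). Cells of a female host would not lower these genes, so the comparison says nothing about them. Xist, the transcript of the inactive X chromosome, was 3.39 times as high as in oil2315, the higher of the 2 libraries with more Y-linked reads, but Xist does not follow the Y-linked reads in these libraries, as it was at 93.5 CPM in oil2453, which has Ddx3y at 0.138 CPM, so that material of a male and a female mouse in oil2368 stays open. The paper describes the mice as sex-matched, and no biological explanation was tested. Without oil2368, edgeR called 31 genes.

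Single libraries lay further from the rest of their group than Dixon's test allows in 14 of 142 groups of values, where chance gives about 7.1. In the vehicle library oil2453, relative to the mean of all libraries on the log2 scale, erythroid markers were at 4.46, skeletal muscle markers at 1.46, macrophage and monocyte markers at -1.40 and interferon-stimulated genes at -1.88. In the same library, Angptl4, a PPAR target, was at 272.7 CPM, compared to 28.8 to 43.6 in the other vehicle libraries, and Ppp3ca at 144.6 CPM, compared to 115 to 119. Without oil2453, Angptl4 had a log2 fold change of 2.13 (edgeR adjusted p = 0.0382). Fibroblast markers were at -1.02 in the vehicle library oil2315, and Il6 was at 140.9 CPM in oil2368, compared to 25.6 to 35.6 in the other vehicle libraries. In the library labelled Tax2689, epithelial markers were at -1.20, Xist, the only tested member of its list, was at -1.75, and Ppard was at 70.9 CPM, compared to 118 to 122 in the other Tamoxifen libraries. In the library labelled Tax2382, Mmp1a was at 0 CPM, compared to 0.786 to 0.921, Mmp8 at 209.6 CPM, compared to 32.0 to 51.8, and Mmp9 at 226.3 CPM, compared to 26.6 to 53.0.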

How the results depend on the processing

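The covariates, the robust dispersion, the authors' p-values over the filtered genes and DESeq2 without oil2453 were chosen after the data had been seen, the other settings before the data were examined. The number of genes called by edgeR (0, with 1590 under an unadjusted p of 0.05) stayed at 0 with RLE size factors, limma-voom, at least 10 counts in each library, protein-coding genes, thinned counts, a robust dispersion and either covariate. It was 177, all higher and 120 of them in Table S1, with library size only, and 68, all higher and 61 in Table S1, with no low-count filter. DESeq2 called 574 (550 higher, 24 lower, 256 in Table S1), the rebuilt DESeq rule 290 (289 higher, 1 lower, 279 in Table S1), log2(FPKM + 1) 317 (315 higher, 2 lower, 209 in Table S1) and log2(FPKM + 0.1) 221 (220 higher, 1 lower, 156 in Table S1). The authors' p-values over the filtered genes gave 333 (332 higher, 1 lower, 276 in Table S1), and DESeq2 without oil2453 gave 790 (777 higher, 13 lower, 270 in Table S1). With 1 library left out, edgeR called 0 to 256 genes, 0 to 256 higher, 0 lower and 0 to 142 of Table S1: 256 without oil2453, 31 without oil2368 and 0 without any of the other 6. The genes under an unadjusted p of 0.05 then numbered 928 (without Tax2604) to 2082 (without oil2315). The causes were not tested, apart from oil2453.

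Scaling to the pan-endothelial markers moved the median of all genes to -2.64 by construction and called 13298 genes lower and 0 higher. Under it, genes with log2 fold changes above 0 in the first fit passed as lower: Ppard (-2.16), Acaca (-2.39), Fabp4 (-1.51), Vegfa (-2.62), Ets1 (-1.72), Mmp1b (-2.83), Mmp8 (-2.17), Vcam1 (-2.28), Thbs1 (-2.21), Cd36 (-1.71) and Ccl5 (-2.19). Ppard had a log2 fold change of 0.40 to 0.68 with 1 library left out. The angiogenesis and cell adhesion lists passed camera under every other setting that keeps its preset correlation apart from the endothelial covariate, and with fry (adjusted p = 0.0373 for each). With 1 library left out, their adjusted p lay between 2.27e-26 and 1.66e-14 for the angiogenesis genes set test and between 3.08e-15 and 9.2e-11 for the cell adhesion families set test. With an estimated correlation both had an adjusted p = 0.190, and of the 18 lists that passed at the preset correlation 0 passed, against 8 with fry.

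The endothelial score as a covariate separates the groups completely and shares genes with several lists, so that it takes up the group difference by construction and decides nothing about them. With it, 9 lists passed, 4 of them among the 18 and the pan-endothelial markers in the opposite direction, and directions turned for the pan-endothelial markers set test itself (adjusted p = 0.0432), angiogenesis genes (0.735), VEGF, PDGF and KIT ligands and receptors (0.883), tip cell genes (0.201), arterial genes (0.3001), venous genes (0.121) and cell cycle genes (0.735), while cell adhesion families had 0.562. Without oil2653, B cell markers turned to higher (adjusted p = 0.0214), with 0.980 without Tax2455 as the highest, and without oil2453, erythroid markers turned to higher without passing (0.788) and interferon-stimulated genes turned to lower (adjusted p = 0.0143), with 0.993 without Tax2689 as the highest. Of the named single genes and lists, 1399 of the values under these settings kept their direction and their side of the threshold, 120 passed where the first fit did not, 63 no longer passed, 18 turned direction with a pass under at least 1 of the settings and 93 turned direction without passing under either setting. No paired analysis was possible because the groups share no replicate numbers.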

Differences from the paper's values

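The paper reports 283 differentially expressed genes, at an adjusted p under 0.05, and edgeR's quasi-likelihood test called 0 at that threshold, with 1590 under an unadjusted p of 0.05. The paper's Table S1 holds 282 higher genes and 1 lower gene, and edgeR called 0 and 0. Of the settings fixed before the data were examined, the rebuilt DESeq rule (290, 289 higher and 1 lower), log2(FPKM + 0.1) (221, 220 higher and 1 lower), log2(FPKM + 1) (317, 315 higher and 2 lower) and edgeR without the vehicle library oil2453 (256, all higher) lie within 1.5 times the paper's total and higher counts, and the 1 lower gene of Table S1, Dynap, is also that of the rebuilt DESeq rule, whereas log2(FPKM + 0.1) called mt-Co2 lower. DESeq2 (574, 550 higher and 24 lower), library size only (177), no low-count filter (68), the fit without oil2368 (31), scaling to the pan-endothelial markers (0 higher and 13298 lower) and the remaining settings (0) do not. The methods name DESeq, and the rebuilt rule called 279 of the 283 genes of Table S1, DESeq2 256, log2(FPKM + 1) 209 and the fit without oil2453 142. The authors' p-values over the filtered genes, a setting chosen after seeing the values, call 333 genes, 332 higher and 1 lower (mt-Co2), and keep 276 of the paper's 283, dropping the 7 that the filter removes.

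The log2 fold changes of Flt1, Kdr, Flt4, Pdgfrb, Pdgfb, Kit, Tie1 and Ephb4 did not differ from those of Table S1 by more than their standard error. All 276 tested genes of Table S1 had its direction.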

Other observations

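Among the genes outside the paper's text, those of the imprinted Dlk1-Dio3 region stood out, in a list written after Table S1 had been read. Their rise in the same libraries is thus not independent evidence. Of 4 tested members, 3 were higher and none was lower when adjusted over the list alone, all 3 of them in Table S1, and the list had a median log2 fold change of 2.61 (camera adjusted p = 2.03e-05 at the preset correlation, 0.190 with an estimated one). Its noncoding RNA Meg3 was at 15.4 ± 5.57 CPM with Tamoxifen and 2.08 ± 1.93 CPM with vehicle (SD, n = 4 each), a log2 fold change of 2.88 (standard error 0.61, edgeR adjusted p = 0.0977, 0.0377 without oil2368). Genes of oxidative phosphorylation, encoded in the nucleus, had a median of -0.50 over 77 tested members (camera adjusted p = 1.76e-11, 0.56 with an estimated correlation; without oil2453, the oxidative phosphorylation genes set test had a median of -0.26), and mitochondrially encoded genes one of -0.52 over 12 (adjusted p = 0.00477, 0.56 with an estimated correlation), 2 of them, mt-Co2 and mt-Atp6, lower when adjusted over the list alone. The mitochondrially encoded genes set test had an adjusted p = 0.0868 and a median of -0.21 without oil2368. Cell cycle genes had a median of -0.26 over 28 members (adjusted p = 0.0151, 0.757 with an estimated correlation) and hypoxia genes one of -0.27 over 17 (adjusted p = 0.0407, 0.774 with an estimated correlation), with no member of either passing when adjusted over the list alone. Pcna was at 219 ± 5.07 CPM with Tamoxifen and 294 ± 36.8 CPM with vehicle (SD, n = 4 each). T and NK cell markers had an adjusted p = 0.0412, 0.774 with an estimated correlation. Single libraries ended these passes at the preset correlation: the cell cycle genes set test did not pass without oil2453, Tax2604 or Tax2689 (adjusted p from 0.0593 to 0.175, medians from -0.18 to -0.12), the hypoxia genes set test without oil2453, oil2315, oil2368, Tax2604, Tax2689 or Tax2455 (0.0639 to 0.446, median -0.04 without oil2453), and the T and NK cell markers set test without oil2653, oil2368, Tax2382 or Tax2455 (0.0617 to 0.915).

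The 17 tested PPAR beta/delta target genes had a median of 0.24, and none passed when adjusted over the list alone (camera adjusted p = 0.171). Without oil2453, the PPAR beta/delta target genes set test passed at the preset correlation, with a median of 0.15 (adjusted p = 0.0198). Lists without a called member or a passing camera test had medians of 0.44 for fibroblast, 0.04 for macrophage and monocyte, -0.17 for neutrophil, -1.39 for B cell, -0.12 for dendritic cell, -0.32 for platelet, -2.66 for erythroid, -0.64 for epithelial, -0.42 for keratinocyte and -0.17 for skeletal muscle markers, of -0.19 for inflammatory cytokines, -0.14 for interferon-stimulated genes and -0.07 for dissociation stress genes. Several rested on 1 library. The median of the erythroid markers set test was 0.67 without oil2453 (adjusted p = 0.788), a library with Hba-a1 at 2123 CPM, compared to 43.8 to 82.0 in the other vehicle libraries. The skeletal muscle markers set test had 0.45 without oil2453, the dendritic cell markers set test 0.42 without oil2653 and the inflammatory cytokines and chemokines set test 0.40 without oil2368. At the preset correlation, the fibroblast markers set test passed without Tax2382 (adjusted p = 0.000566), the neutrophil markers set test without oil2653 (0.0214) or Tax2604 (0.0122), the epithelial markers set test without oil2315 (0.0197) and the erythroid markers set test without oil2653 (0.0419). None of 7 adipocyte markers had enough counts to be tested.

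The quantitative PCRs of Figure 7 were made on sorted cells of 6 mice per group, not analysed here, and several of their genes can be read in the sequenced libraries. Pecam1, Vwf and Sox18, which the paper reports as higher by PCR, were higher in every Tamoxifen library than in every vehicle library, with log2 fold changes of 2.26 (standard error 0.59) for Vwf and 2.24 (0.66) for Sox18. Of the other genes reported as higher, apart from those given with Vegfa and Pdgfra above, the log2 fold changes were 0.69 for Angptl4, 0.24 for Acaca, 0.28 for Fabp4, 0.96 for Foxo1, -0.07 for Ppp3ca, 0.70 for Ets1, 0.83 for Mmp8, -0.01 for Il1b, 0.93 for Il6, 0.37 for Ccl5 and -0.68 for Ccl2, with edgeR adjusted p from 0.418 for Foxo1 to 0.999 for Il1b. Ccl2 was at 489 ± 81.6 CPM with Tamoxifen and 784 ± 411 CPM with vehicle (SD, n = 4 each). It was at 1389 CPM in the vehicle library oil2453, without which its log2 fold change was -0.25. Single libraries moved several of these values: without oil2453, the Angptl4 log2 fold change was 2.13 and the Fabp4 log2 fold change 1.36 (adjusted p = 0.0382 and 0.405), without oil2368, the Il6 log2 fold change was 1.86 (adjusted p = 0.0692) and the Il1b log2 fold change 0.59, and without Tax2382, the Mmp8 log2 fold change was -0.25 and the Ccl5 log2 fold change -0.10. Without oil2453, the Vwf log2 fold change and the Sox18 log2 fold change passed (2.97 and 3.18, adjusted p = 0.0382 for each). Of genes that the paper reports as unchanged, Pdk4 had 0.50, Il18 -0.28, Tnf -0.75, Sirt1 -0.63, Vcam1 0.41 and Mmp9 -0.11, none of them called, and without oil2368 the Tnf log2 fold change was 0.84 and the Mmp9 log2 fold change 0.45. Mmp1a and Mmp1b had -0.27 and 0.02 at mean levels under 1 CPM in both groups, and the accession listed for the Mmp1 primers is that of Mmp13. Wt1 had too few counts to be tested.

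After scaling to the pan-endothelial markers, the 256 tested genes of Table S1 that are not such markers had a median log2 fold change of 0.04, and 0 of them were called higher, so that they had moved about as far as the markers did. These genes were chosen for being higher in these libraries, and the value decides nothing about a change per cell.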
